# Pharmacogenomics of Chemically Distinct Classes of Keap1-Nrf2 Activators Identify Common and Unique Gene, Protein, and Pathway Responses In Vivo

**DOI:** 10.1124/mol.117.110262

**Published:** 2018-04

**Authors:** Ryan S. Wible, Quynh T. Tran, Samreen Fathima, Carrie H. Sutter, Thomas W. Kensler, Thomas R. Sutter

## Abstract

The Kelch-like erythroid-associated protein 1 (Keap1)–NF-E2-related factor 2 (Nrf2) signaling pathway is the subject of several clinical trials evaluating the effects of Nrf2 activation on the prevention of cancer and diabetes and the treatment of chronic kidney disease and multiple sclerosis. 3*H*-1,2-dithiole-3-thione (D3T) and 1-[2-cyano-3,12-dioxooleana-1,9(11)-dien-28-oyl]imidazole (CDDO-Im) are representative members of two distinct series of Nrf2 chemical activators. Previous reports have described activator-specific effects on Nrf2-dependent gene regulation and physiologic outcomes. Here we used a robust chemical genomics approach to characterize expression profiles between D3T and CDDO-Im in livers from wild-type and Nrf2-null mice. At equally efficacious doses in wild-type mice, 406 genes show common RNA responses to both treatments. These genes enriched the Nrf2-regulated pathways of antioxidant defense and xenobiotic metabolism. In addition, 197 and 745 genes were regulated uniquely in response to either D3T or CDDO-Im, respectively. Functional analysis of the D3T-regulated set showed a significant enrichment of Nrf2-regulated enzymes involved in cholesterol biosynthesis. This result was supported by Nrf2-dependent increases in lanosterol synthase and CYP51 protein expression. CDDO-Im had no effect on cholesterol biosynthesis regardless of the dose tested. However, unlike D3T, CDDO-Im resulted in Nrf2-dependent elevation of peroxisome proliferator *α* and Kruppel-like factor 13, as well as the coactivator peroxisome proliferator *γ* coactivator 1*β*, together indicating regulation of *β*-oxidation and lipid metabolic pathways. These findings provide novel insights into the pharmacodynamic action of these two activators of Keap1-Nrf2 signaling. Although both compounds modify Keap1 to affect canonical cytoprotective gene expression, additional unique sets of Nrf2-dependent genes were regulated by each agent with enrichment of selective metabolic pathways.

## Introduction

As the key transcriptional regulator of an inducible cytoprotective response, the NF-E2-related factor 2 (Nrf2) signaling pathway is a pharmacological target for disease prevention and treatment (Deshmukh et al., 2017). The spatiotemporal regulation of Nrf2 is controlled by Kelch-like erythroid-associated protein 1 (Keap1), which facilitates the proteasomal degradation of Nrf2 (Hayes and Dinkova-Kostova, 2014). Exogenous and endogenous compounds activate Nrf2 signaling through the modification of Keap1 cysteine residues. These modifications antagonize Keap1-mediated degradation of Nrf2, thereby increasing Nrf2 protein stability and allowing for the accumulation of Nrf2 within the nucleus. Activated Nrf2 dimerizes with members of the masculoaponeurotic fibrosarcoma protein family and binds to antioxidant response elements in the promoters of target genes. Many Nrf2 target genes encode for cytoprotective enzymes such as NAD(P)H:quinone oxidoreductase 1 (NQO1) and glutathione *S*-transferase (GST), which promote cellular survival by detoxifying deleterious xenobiotic compounds and reducing oxidative stress (Kensler and Wakabayashi, 2010; Wible and Sutter, 2017).

Thus far, 10 distinct chemical classes of Nrf2-activating agents have been characterized (Kensler et al., 2007). Despite differences in their characteristic chemical structures, all 10 react favorably with cysteine sulfhydryls (Wible and Sutter, 2017). Reaction mechanisms have been best characterized for the dithiolethione and Michael acceptor classes of Nrf2 activators. Dithiolethiones, including 3*H*-1,2-dithiole-3-thione (D3T), have been shown to undergo reductive cleavage, leading to the generation of hydrogen peroxide and oxidation of sulfhydryls (Holland et al., 2009). Synthetic oleanane triterpenoids—namely, 1-[2-cyano-3,12-dioxooleana-1,9(11)-dien-28-oyl]imidazole (CDDO-Im) and congeners—covalently modify sulfhydryls through a Michael addition mechanism. Studies in zebrafish indicate that D3T specifically targets Cys151 of Keap1 (Kobayashi et al., 2009). Cys151 is also a critical sensor for CDDO-Im as determined by site-directed mutagenesis of Keap1 and the stabilization of Nrf2 protein in mice (Saito et al., 2015). Despite shared reactivity toward a single Keap1 cysteine, CDDO-Im is markedly more efficacious and potent relative to D3T. These enhanced pharmacodynamic characteristics of CDDO-Im block the formation of carcinogen-DNA adducts and prevent cancer (Kensler and Wakabayashi, 2010). Beyond Nrf2, both D3T and CDDO-Im have been shown to target transcriptional regulators and rate-limiting enzymes involved in metabolism, transcription, signal transduction, and the cell cycle (Tran et al., 2009; Liby and Sporn 2012). Along with Nrf2-dependent gene induction, the integration of these additional pathways into Nrf2 may also contribute to the desirable prophylactic and therapeutic efficacies of Nrf2-activating agents.

We and others have used chemical genomic approaches to better understand important pharmacological properties of Keap1-Nrf2 activators, including potency, chemical selectivity, structure-activity relationships within and across classes of activators, dose-response relationships, chemical versus genetic activation, and mechanisms of action (Sutter et al., 2002; Tran et al., 2009; Yates et al., 2009; To et al., 2015). Despite these advances, chemical activation of Nrf2 can result in strikingly complex compound-selective effects (e.g., disparate effects on the incidence of experimental lung cancer and distinct regulation of certain Nrf2-dependent genes) (To et al., 2015). These diverse effects of Nrf2 activation (Huang et al., 2006; Tran et al., 2009; Yates et al., 2009; To et al., 2015) likely depend on several factors, including species differences, method of pathway activation, and concentration or duration of treatment.

Considering the enormous public health potential for the prophylactic use of Nrf2-activating agents, a clear understanding of their respective pharmacodynamic properties will be critical for optimizing their therapeutic benefit. To this end, we characterized the pharmacodynamic action of two clinically relevant compounds representative of two chemical classes of Nrf2 activators, D3T and CDDO-Im. By comparing the effects elicited by each treatment administered intermittently at equally efficacious doses, we sought to control for many of the biologic and chemical variables that have confounded previous comparisons between such treatments. Combining this treatment protocol with a statistical method for clustering gene expression data into pharmacologically meaningful clusters, we identified common and unique activities of each compound at the levels of gene, protein, and pathway responses. We demonstrate that unique chemical activators of Keap1-Nrf2 modulated the common canonical Nrf2 antioxidant pathway in a manner consistent with known dose-response relationships. However, cholesterol biosynthetic enzymes were enriched by D3T, while transcriptional regulators and coactivators of lipid synthesis and *β*-oxidation were enriched by CDDO-Im. These results provide novel insights into the pharmacodynamic action of small molecule activators of Nrf2, their impact on cytoprotection, and their contributions to metabolism.

## Materials and Methods

### 

#### Chemicals.

CDDO-Im was synthesized as described previously (Honda et al., 2002). D3T was obtained from a commercial source (LKT Laboratories, St. Paul, MN).

#### Animal Care and Treatment Protocol.

All experiments were carried out in accordance with the Guide for the Care and Use of Laboratory Animals as adopted and promulgated by the U.S. National Institutes of Health and were approved by the Johns Hopkins University Animal Care and Use Committee and the University of Memphis Institutional Animal Care and Use Committee. Male mice at approximately 12 weeks of age were used for all experiments. Nrf2-null mice were produced from inbred Nrf2-heterozygous mice on a C57BL/6J background (Itoh et al., 1997; Kwak et al., 2001b). Genotypes of homozygous wild-type (Wt) and Nrf2-null mice were confirmed using polymerase chain reaction amplification of tail genomic DNA (Wakabayashi et al., 2014) (Wt primers: TGGACGGGACTATTGAAGGCTG and GCACTATCTAGCTCCTCCATTTCCGAGTC; Nrf2-null primers: GCGGATTGACCGTAATGGGATAGG and GCACTATCTAGCTCCTCCATTTCCGAGTC). Animals were housed in clear plastic cages and maintained on a 12-hour/12-hour light/dark cycle in a temperature-controlled room (24°C) with 35% relative humidity. Mice were provided an AIN-76A purified diet without ethoxyquin (Research Diets Inc., New Brunswick, NJ) ad libitum. For gene expression analyses, randomized groups of mice were treated by gavage with three doses of either 3, 10, or 30 *µ*mol/kg b.wt. CDDO-Im, 300 *µ*mol/kg b.wt. D3T, or vehicle [10% Cremophor EL (Sigma-Aldrich, St. Louis, MO), 10% dimethylsulfoxide, and 80% phosphate-buffered saline]. Treatments were administered every other day over 5 days. Mice were euthanized 24 hours after the administration of the third dose. Liver tissue was excised and freeze-clamped using liquid nitrogen. The maximal Nrf2-activating doses of each compound are known to be 30 *µ*mol/kg b.wt. CDDO-Im and 300 *µ*mol/kg b.wt. D3T (Kwak et al., 2001a; Yates et al., 2007). This dose of CDDO-Im is also the most efficacious in providing protection against carcinogenesis (Yates et al., 2006; Johnson et al., 2014).

#### RNA Isolation and Quantitative Polymerase Chain Reaction.

Total RNA was isolated from approximately 500 mg individual snap-frozen liver tissue using the RNA STAT-60 protocol (Tel-Test, Friendswood, TX) (Tran et al., 2009). RNA integrity was confirmed using an Agilent BioAnalyzer 2100 (Agilent Technologies, Santa Clara, CA). All RNA samples had an RNA integrity number greater than or equal to 8. cDNA was synthesized from 1 *μ*g total RNA using reverse transcription polymerase chain reaction. mRNA transcripts were quantified using ABsolute Blue SYBR Green quantitative polymerase chain reaction (qPCR) master mix (Thermo Fisher Scientific, Waltham, MA). Gene expression measurements were normalized to the endogenous reference gene glyceraldehyde 3-phosphate dehydrogenase, which was not affected by the treatments. Fold-change calculations were performed using the Pfaffl method (Pfaffl, 2001). Statistical analysis of qPCR results was performed as indicated in the figure legends using GraphPad Prism software (version 7.03; GraphPad Software Inc., La Jolla, CA).

#### Microarray Analysis.

Microarray data are available under Gene Expression Omnibus accession number GSE99199. An Affymetrix 3′ IVT Express Kit was used to generate and label amplified RNA (aRNA) targets (Affymetrix, Santa Clara, CA) from total RNA. aRNA was purified using the Affymetrix magnetic bead purification system. The purified product was fragmented and the labeled anti-sense aRNA was hybridized to the Affymetrix Mouse Genome 430 2.0 array. The arrays were processed as previously described. The .CEL files from the microarray chips were preprocessed by the GC-Robust Multi-array Average procedure (Wu et al., 2004). The normalized data were filtered using MAS5 calls where probe sets that had at least three present calls in any treatment group and were filtered using a 1.5-fold-change threshold. Multiple hypothesis testing was corrected using a false discovery rate (Benjamini and Hochberg, 1995) of 5%. The Kruskal–Wallis nonparametric analysis of variance, permuted 1 million times to compute exact *P* values, was used to identify differentially expressed genes by treatment. Post hoc pairwise analyses were performed using the Wilcoxon rank-sum test whereby exact *P* values were computed by a recursive procedure (Tran et al., 2009). Probe sets matching those of the significant genes identified in the Wt arrays were extracted from the Nrf2-null arrays creating genes lists containing expression values for Wt and Nrf2-null tissue as a function of treatment identity and dose. In the Affymetrix Mouse Genome 430 2.0 array chip, one gene may be represented by more than one probe set. For redundant probe sets, only those with the most numbers of smallest pairwise comparison *P* values were retained. Gene expression changes were determined to be Nrf2 dependent if one of the following criteria were met: 1) there was a statistically significant (*P* < 0.05) difference in the raw expression values between the Wt and Nrf2-null liver tissue within a treatment group or 2) there was a 30% increase or decrease in fold-change expression between the treated Wt and the treated Nrf2-null liver tissue. Genes were clustered in relation to their response to treatment (Table 1) using a hierarchical procedure described previously (Sutter et al., 2002; Tran et al., 2009). This procedure assumes a null hypothesis (H_0_) of H_0_: V = T and a two-sided alternative hypothesis of H_1_: V ≠ T, where V is the response to vehicle and T is the response to treatment, either D3T (D) or CDDO-Im (C). Genes for which H_0_ is not rejected are assigned a 1. Genes for which V > T are assigned a 0 (downregulation); where V < T (upregulation), genes are assigned a 2. A third comparison was performed to assess the relative efficacies of each treatment. The null hypothesis for this test is represented as D = C. A 1 is assigned where D = C, a 0 is assigned where D > C, and a 2 is assigned where D < C. The output of these comparisons provides a three-digit pattern (e.g., 122). The first number of this pattern indicates that the expression of this gene in response to D3T is equal to that of vehicle “1,” the response to CDDO-Im is significantly greater than that of vehicle “2,” and the response to CDDO-Im is greater than that of D3T “2.”

**TABLE 1:** The clusters of genes whose patterns identify responses to treatments

Cluster	Pattern			Genes
	VD	VC	DC	
				*n*
1	2	2	2	33
2	2	2	1	126
3	2	2	0	33
4	2	1	1	13
5	2	1	0	140
6	2	0	0	25
7	1	2	2	309
8	1	2	1	17
9	1	1	2	8
10	1	1	1	1777
11	1	1	0	18
12	1	0	1	42
13	1	0	0	377
14	0	2	2	36
15	0	1	2	36
16	0	1	1	8
17	0	0	2	9
18	0	0	1	120
19	0	0	0	85

Genes were binned into clusters based on their response to treatment. Values are assigned following the outcome of testing the null hypothesis H_0_: V = T, where V represents the vehicle and T represents the treatment. A value of 1 is assigned to comparisons in which H_0_ is not rejected. A 0 is assigned where V > T and a 2 is assigned where V < T. DC, D3T versus CDDO-Im; VC, vehicle versus 10 *μ*mol/kg b.wt. CDDO-Im; VD, vehicle versus 300 *μ*mol/kg b.wt. D3T.

#### Pathway Analysis and Enrichment.

Gene expression data from the microarray were characterized for enriched functional pathways using Ingenuity Pathway Analysis (IPA) software (Qiagen, Valencia, CA) and the Database for Annotation, Visualization and Integrated Discovery version 6.8 (DAVID) (Huang et al., 2009a,b). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway (Kanehisa et al., 2017) analysis was performed as implemented in DAVID.

#### Western Blot Protocol.

For membrane fractions, frozen liver tissue was homogenized using a Polytron homogenizer and fractionated using the Subcellular Protein Fractionation Kit for Tissues (87790; Thermo Fisher Scientific) following the manufacturer’s instructions. The expression of E-cadherin was used as a marker for the membrane fraction, as it has been shown to be localized there in mouse liver tissue (Schneider et al., 2014). Other proteins were measured in whole cell lysates from frozen liver tissue prepared by homogenizing 500 mg tissue with a Teflon pestle in 2 ml RIPA buffer [25 mM Tris, pH 7.4, 150 mM NaCl, 0.1% SDS, 0.5% sodium deoxycholate, 1% Triton X-100 and freshly added Protease Inhibitor Cocktail (Sigma-Aldrich), 1 mM phenylmethylsulfonyl fluoride, and 1 mM Na_3_VO_4_]. Lysates were cleared by centrifugation at 13,000*g* for 15 minutes at 4°C. Total protein was quantified by the Micro BCA Assay (Thermo Fisher Scientific). Fifty micrograms of either total or fractionated protein was mixed with 1× Laemmli SDS sample buffer, boiled for 5 minutes, and resolved using 10% SDS-PAGE. Proteins were blotted on polyvinylidene fluoride membranes using standard procedures. Membranes were probed using antibodies against Nqo1 (AB80588, 1:10,000; Abcam, Cambridge, MA), peroxisome proliferator *γ* coactivator 1*β* (Pgc1b) (AB176328, 1:1000; Abcam), lanosterol synthase (Lss) (13715, 1:500; Proteintech, Rosemont, IL), Cyp51 (13431, 1:500; Proteintech), sterol regulatory element-binding protein 1 (Srebp1) (sc-13551, 1:200; Santa Cruz Biotechnology, Dallas, TX), Srebp2 (sc-13552; Santa Cruz; AB30682; Abcam), protein kinase C (Pkc) (AB179521, 1:2000; Abcam), E-cadherin (610181, 1:5000; BD Biosciences, San Jose, CA), and *β*-actin (A3853, 1:12,000; Sigma-Aldrich). Secondary antibodies conjugated with horseradish peroxidase (Jackson ImmunoResearch, West Grove, PA) were used for enhanced chemiluminescent reaction (Bio-Rad, Hercules, CA). Band intensities for all blots were normalized for loading. Where indicated, band intensity was also normalized to a common sample loaded on each gel to allow for comparisons between proteins processed separately. Statistical analyses of immunoblot signals were performed as indicated in the figure legends.

## Results

D3T is an unsaturated five-member heterocycle with a unique carbon-sulfur double bond (Fig. 1A, left). CDDO-Im contains five 6-membered rings designated A–E (Honda et al., 1998). Functional groups of note include a carbon-carbon double bond between C1 and C2, a nitrile group on C2, a carbonyl group on C3, and an electron-withdrawing imidazolide group on C28 (Fig. 1A, right). To compare the biologic effects of D3T and CDDO-Im, we established doses of each compound that were equally efficacious in their activation of Nrf2 signaling, as determined by the induction of canonical downstream gene transcripts. Treatment of 12-week-old male mice with 300 *μ*mol/kg b.wt. D3T, the maximal tolerable dose (Kwak et al., 2001), or with 3, 10, or 30 *μ*mol/kg b.wt. CDDO-Im resulted in the upregulation of *Nqo1* and GST class *α*2 (*Gsta2*) RNA transcripts (Fig. 1B). The effects of both compounds on *Nqo1* and *Gsta2* were abrogated in Nrf2-null mice, supporting previous reports of a functional Nrf2 binding site in the promoters of *Nqo1* (Nioi et al., 2003) and *Gsta2* (Rushmore and Pickett, 1990). Based on these results, we determined 300 *μ*mol/kg b.wt. D3T to be as equally efficacious as 10 *μ*mol/kg b.wt. CDDO-Im for Nrf2 activation. To further validate this choice of equally efficacious doses, we measured NQO1 protein expression in hepatic tissue of Wt and Nrf2-null mice treated with 300 *μ*mol/kg b.wt. D3T or 10 *μ*mol/kg b.wt. CDDO-Im (Fig. 1C). Similar to the effect on RNA transcripts, the regulation of NQO1 protein by D3T and CDDO-Im was Nrf2 dependent and equal in response at these doses.

**Fig. 1.**
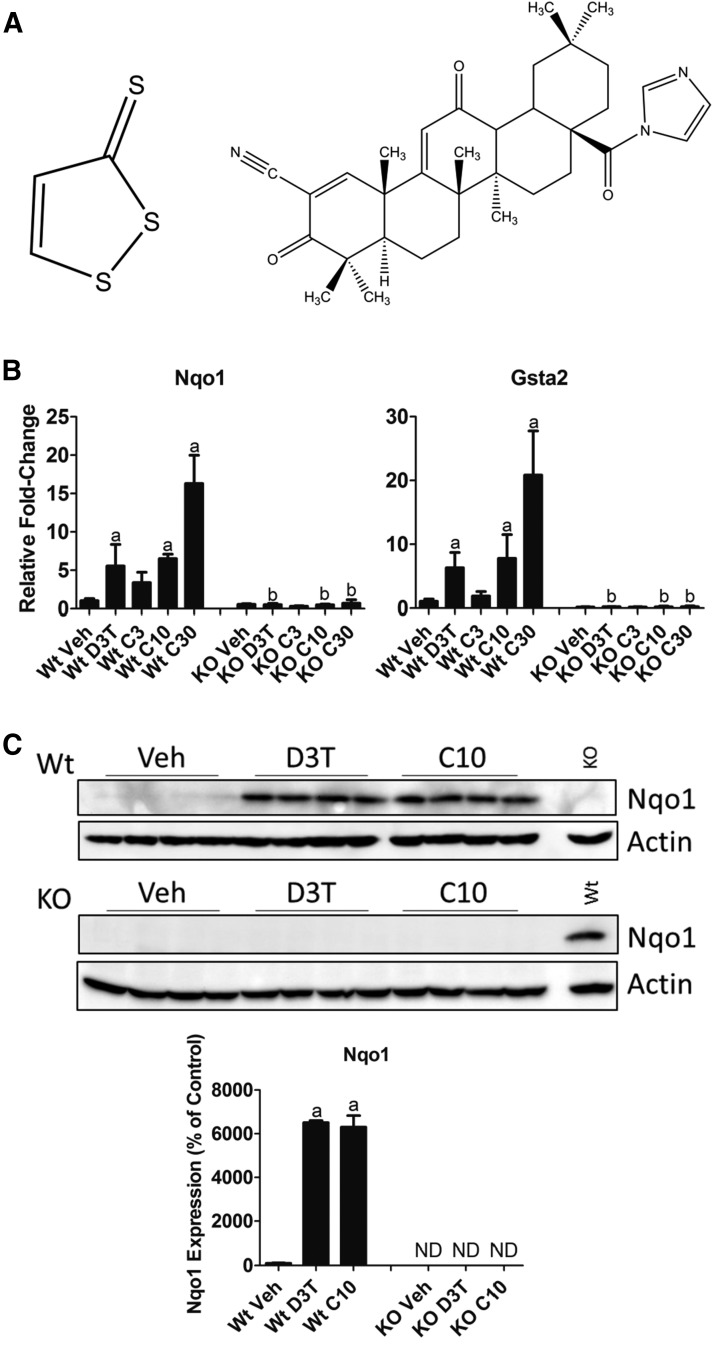
Identification of equally efficacious doses of D3T and CDDO-Im. (A) Chemical structures of D3T (left) and CDDO-Im (right). (B) Measurement by qPCR of levels of RNA of the indicated canonical Nrf2-dependent genes. Animals were treated as described in the *Materials and Methods* with doses of 300 *μ*mol/kg b.wt. D3T or 3, 10, or 30 *μ*mol/kg b.wt. CDDO-Im. Values are expressed as the average fold-change ± S.D. in the liver of Wt or Nrf2-null (KO) mice (*n* = 4/treatment group per genotype). Expression of *Gapdh*, which was unchanged by treatment or genotype, was used for normalization. Results were analyzed using a two-way ANOVA followed by Tukey’s multiple-comparisons test. ^a^*P* < 0.05 relative to the Wt vehicle (Veh); ^b^*P* < 0.05 relative to the Wt sample of the matching treatment and dose. (C) NQO1 expression in 50 *μ*g total liver protein from Wt or Nrf2-null mice treated with 300 *μ*mol/kg b.wt. D3T or 10 *μ*mol/kg b.wt. CDDO-Im. *β*-actin, which was unchanged by treatment or genotype, was used as a loading control. The lane labeled Wt in the KO blot was loaded with a 10 *μ*mol/kg b.wt. CDDO-Im–treated Wt sample as a control for antibody detection. Values are expressed as the average percentage of the Wt vehicle control, which was set to 100% ± S.D. in the liver of Wt or Nrf2-null (KO) mice (*n* = 4/treatment group per genotype). Results were analyzed using one-way ANOVA followed by Dunnett’s multiple-comparisons test. ^a^*P* < 0.05 relative to the Wt Veh. ANOVA, analysis of variance; *Gapdh*, glyceraldehyde 3-phosphate dehydrogenase; KO, knockout; ND, no protein was detected above background; Veh, vehicle.

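Liver RNA from 10 groups of 4 mice was measured on Affymetrix mouse expression arrays, 1 array per mouse. Wt and Nrf2-null mice, 12 weeks old, had received vehicle, 300 μmol/kg D3T, or 3, 10 or 30 μmol/kg CDDO-Im in 3 treatments over 5 days, and livers were taken 24 hours after the last treatment. In Wt liver, D3T changed 410 of 9695 genes, of which 256 were higher and 154 lower than with vehicle. CDDO-Im at 10 μmol/kg changed 1698 genes (491 higher, 1207 lower), at 30 μmol/kg 2291 genes (272 higher, 2019 lower) and at 3 μmol/kg 46 genes (22 higher, 24 lower). Nfe2l2, the gene that encodes Nrf2, read log2 10.77 to 11.75 in the 20 Wt mice and 2.72 to 3.1 in the 20 Nrf2-null mice on 1 probe set (exact two-sided permutation test of the vehicle mice, p = 0.029, the smallest p that 4 mice against 4 allow). The other Nfe2l2 probe set overlapped between the genotypes, at 4.49 to 7.1 and 5.96 to 7.47 (exact p = 0.11).

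The mice of a treatment and the vehicle mice did not overlap for 1369 genes with D3T (14.1%), for 2220 genes at 10 μmol/kg CDDO-Im (22.9%) and for 2740 genes at 30 μmol/kg (28.3%), where random order gives 2.86%. The median of all genes at 30 μmol/kg CDDO-Im lay at a log2 change of −0.16 from vehicle, and the changes reported at this dose are to be read relative to it. After each array was centred on its own median, the higher genes made up 53.9% of the calls at 30 μmol/kg instead of 11.9%, 43.8% instead of 28.9% at 10 μmol/kg, and 57.9% instead of 47.8% at 3 μmol/kg.

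The values are log2 intensities that the authors derived from the arrays with GCRMA, 45037 probe sets per array. A probe set was kept when it reached log2 4 on at least 3 arrays of any group (18935 probe sets), and a gene was represented by its kept probe set of highest mean. The change of each gene was estimated with limma in 1 fit over the 10 groups with a mean-variance trend and robust variances, and a gene is said to have changed when its Benjamini-Hochberg adjusted p was under 0.05. The medians of the kept probe sets ranged from 7.5 to 7.86 between arrays, and the number of mice limits the precision. Without Wt D3T replicate 2 the D3T count was 144, without Wt D3T replicate 1 it was 207, and without Wt vehicle replicate 2 or 3 it was 195 or 163. Without these vehicle replicates the count at 10 μmol/kg was 1117 or 1128. The count at 3 μmol/kg ranged from 11 without Wt vehicle replicate 2 to 102 without Wt CDDO-Im 3 replicate 4, and passed 1.5 times either way without each mouse of the comparison except Wt vehicle replicate 1. The animal numbers put the D3T and the 30 μmol/kg mice in a different range from the other groups. This range and the treatment cannot be told apart where D3T or 30 μmol/kg is compared with vehicle or with 10 μmol/kg CDDO-Im.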

Global gene expression changes in mouse liver tissue were measured by Affymetrix microarray after treatment with equally efficacious doses of D3T and CDDO-Im. 

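Among the 5 Wt groups, 2093 genes differed by the procedure of Table 1, and they fell into patterns that part the compounds. Nqo1, the quinone reductase, and Gstm3, a glutathione S-transferase, belonged to the 94 genes that were higher with both D3T and 10 μmol/kg CDDO-Im and did not differ between them. Acot3, a peroxisomal acyl-CoA thioesterase, Abcd2, a peroxisomal fatty acid transporter, and Lss, the lanosterol synthase, belonged to the 19 genes that were higher with both compounds and lower with CDDO-Im than with D3T. Acaca, the rate-limiting enzyme of fatty acid synthesis, and the fatty acid elongase Elovl6 were among the 95 genes that were higher with D3T alone and lower with CDDO-Im than with D3T. The clock gene Per1, the glycolytic regulator Pfkfb3 and the uridine phosphorylase Upp2 were among the 262 genes that were higher with CDDO-Im alone and higher with it than with D3T. Pdk4, which restrains pyruvate oxidation, and the DNA methyltransferase Dnmt3b were among the 312 genes with the opposite pattern, lower with CDDO-Im alone.

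The probe sets had first to reach the expression minimum and a 1.5-fold difference from vehicle (3799 probe sets) and to pass a Kruskal-Wallis test with 1000000 permutations at a false discovery rate of 5%. Patterns were then assigned by exact two-sided Wilcoxon tests of D3T against vehicle, of CDDO-Im against vehicle and of CDDO-Im against D3T. With 4 mice against 4, such an exact test passes 0.05 only when no mouse overlaps, at p = 0.029, so a gene with 1 overlapping mouse is assigned no difference. Of the 2093 genes, 573 showed no difference in any of the 3 tests and 32 moved in opposite directions with the compounds.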

Genes were clustered using a robust nonparametric statistical procedure according to their relative responses to treatment (Table 1). Each cluster contains genes whose response(s) to treatment(s) is indicative of distinguishable pharmacological activity resulting from the presence of unique pharmacophores within the chemical structures of D3T and CDDO-Im (Sutter et al., 2002). To better assess the enrichment of functional pathways elicited by each treatment, the individual clusters of genes were collapsed into three meta clusters (Table 2). Meta cluster 1 contains genes commonly regulated by both D3T and CDDO-Im. 

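Genes of fatty acid handling and of conjugation were among those called higher with both compounds. With D3T, Acot3 was higher by a log2 fold change of 4.03 (standard error 0.65, adjusted p = 0.00033) and Abcd2 by 3.20 (standard error 0.59, adjusted p = 0.0018), with 4 mice per group and all 4 treated mice above all 4 vehicle mice. With 10 μmol/kg CDDO-Im the same genes were higher by 2.21 (adjusted p = 0.017) and 2.15 (adjusted p = 0.012). Pls1, which encodes the actin-bundling protein plastin 1, was higher by 2.55 (adjusted p = 0.0019) with D3T and 2.03 (adjusted p = 0.0039) with CDDO-Im, from a vehicle mean of log2 2.48 that lies below the expression minimum of log2 4, so that these sizes are not exact. Afp, the fetal albumin-like protein of liver, was higher by 2.46 (adjusted p = 4.3e-05) with D3T and stood at 0.66 (adjusted p = 0.18) with CDDO-Im. Gstm3 was higher by 2.56 (adjusted p = 4.3e-05) and 2.55 (adjusted p = 1.5e-05), and Nqo1 by 2.54 (adjusted p = 1.4e-05) and 2.31 (adjusted p = 1.6e-05). Meta cluster 1 held 274 genes, of which 127 were higher and 147 lower.

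Clock genes made up part of this cluster. Of 7 measured clock genes that peak toward the evening, Dbp, Nr1d2, Per3 and Tef were in meta cluster 1 as higher, and Hlf was in meta cluster 2 as lower with D3T. Of 5 that peak toward the morning, Arntl, Clock, Cry1 and Npas2 were in it as lower. With D3T, Nr1d2 alone among the 12 passed limma, by 1.79 (adjusted p = 0.021), against 4 evening genes and 1 morning gene when adjusted over the list alone. The median log2 change was 1.04 for the evening list (camera adjusted p = 0.0050, and adjusted p = 0.39 with an estimated correlation). It was −0.95 for the morning list (camera adjusted p = 0.0050, and adjusted p = 0.31 with an estimated correlation). A clock score, the mean of the evening genes minus that of the morning genes, was −2.76 ± 0.14 (SD, n = 4) with vehicle, −0.25 ± 0.83 with D3T and 2.78 ± 0.81 with 10 μmol/kg CDDO-Im.

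By limma, 73 genes were higher with both compounds where independent calls would share 13, 73 were lower with both where they would share 19.2, and 5 moved apart. Both comparisons use the same vehicle mice. When each compound was compared with its own pair of vehicle mice, the median over 6 such splits was 13.5 genes higher and 3 lower with both. With fewer vehicle mice the calls of each compound fell as well. Their medians were 71 higher and 36 lower genes with D3T, and 220 higher and 568 lower with CDDO-Im. The smaller number of shared genes therefore does not show how many calls came from sharing the vehicle mice. Across genes, which are not independent replicates, the changes with the compounds correlated at r = 0.545, where simulated data without an effect that share the vehicle mice gave a median of 0.524 over 100 simulations. The covariance was 0.0741, where the simulations gave a median of 0.0203. The highest simulated correlation and covariance, 0.815 and 0.0975, were above the observed ones, so that neither observed value lies beyond these simulations. In the 6 splits, where the compounds share no vehicle mouse, the median correlation was 0.368 (0.316 to 0.418). The median covariance there was 0.0572 (0.0491 to 0.0624). These values argue against shared vehicle mice as the sole source of the correlation, but they were not set against simulations. No simulation called a gene with both compounds in 1 direction. The D3T call of Nr1d2 ended without each of Wt vehicle replicate 3 and Wt D3T replicates 2 and 3. Without Wt vehicle replicate 3 the CDDO-Im calls of Acot3 (adjusted p = 0.057) and Abcd2 (0.072) ended. With the clock score as a covariate, chosen after seeing the data, the CDDO-Im calls of all genes named here except Nqo1 and Gstm3 ended. The clock genes make up the score, so that their own changes under it, here and below, are not independent of it. Within groups the score spread most among Nrf2-null mice, with an SD of 3.07 with vehicle and 2.67 at 10 μmol/kg CDDO-Im. Between the Wt mice at this dose and the Wt vehicle mice it differed by 5.53. A call that ended under the covariate, here and below, therefore cannot tell a treatment effect from a clock state.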

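Set against each other, 10 μmol/kg CDDO-Im and 300 μmol/kg D3T differed in Pdk4, in the glycolytic regulator Pfkfb3 and in genes of fatty acid synthesis, among others. Pdk4 was lower with CDDO-Im than with D3T by a log2 difference of −3.46 (standard error 0.66, adjusted p = 0.00070). The fatty acid synthesis genes Elovl6 and Acaca were lower by −1.64 (standard error 0.36, adjusted p = 0.0023) and −1.31 (standard error 0.22, adjusted p = 0.00018). On the other kept probe set of Acaca the difference was 0.16 and did not pass (adjusted p = 0.68). Pfkfb3 was higher with CDDO-Im by 2.30 (standard error 0.49, adjusted p = 0.0016), and Upp2 by 1.82 (standard error 0.34, adjusted p = 0.00065). Of 15 measured genes of fatty acid synthesis, 8 were lower and none was higher with CDDO-Im than with D3T (10 lower when adjusted over the list alone), with a median difference of −0.87 (camera adjusted p = 0.0017, and adjusted p = 0.76 with an estimated correlation). Of 19 measured genes of β-oxidation, 5 were lower and 14 did not pass the test (camera adjusted p = 0.29).

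Clock genes differed as well. Arntl, the core clock activator, was lower with CDDO-Im by −2.93 (adjusted p = 0.0021) and the clock-controlled repressor Nfil3 by −2.33 (adjusted p = 0.00026), 2 of the 5 morning genes (3 when adjusted over the list alone). Per1, 1 of the 7 evening genes, was higher by 1.80 (adjusted p = 0.0040). The lists had median differences of −2.17 and 1.05, and neither camera call held with an estimated correlation (adjusted p = 0.76 for both).

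By limma, 1809 genes differed between the compounds, 472 higher and 1337 lower with CDDO-Im, and with arrays centred on their medians 44.6% of the calls were higher instead of 26.1%. The doses differ by design, so this compares these doses and not the compounds at matched doses. Without Wt CDDO-Im 10 replicate 1 the count was 1154. It was 942 with the clock score as a covariate, chosen after seeing the data, and the difference in Per1 no longer passed, while those in Pdk4, Elovl6, Acaca, Pfkfb3, Upp2, Arntl and Nfil3 did.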

Meta clusters 2 and 3 contain genes uniquely regulated in response to either D3T or CDDO-Im, respectively.

**TABLE 2:** Meta clusters of genes and their responses to 300 *μ*mol/kg b.wt. D3T and 10 *μ*mol/kg b.wt. CDDO-Im

Meta Cluster Number	Description	Meta Cluster Meaning	Included Gene Patterns	Genes	Nrf2-Dependent D3T	Nrf2-Dependent CDDO-Im
				*n*	*%*	
1	Common to both treatments	D3T ∼ CDDO-Im > / < Veh	22x + 00x	406	67	72
2	Unique to D3T	D3T > / < CDDO-Im ∼ Veh	21x + 01x	197	50	N/A
3	Unique to CDDO-Im	CDDO-Im > / < D3T ∼ Veh	12x + 10x	745	N/A	87

The tilde (∼)indicates that gene expression between the two treatments is not statistically different. N/A, not applicable because the pattern identifies genes that respond to only one of the treatments; Veh, vehicle.

Meta cluster 1 (Table 2) contains 406 genes that are commonly regulated by both D3T and CDDO-Im, with the majority of them determined to be dependent on Nrf2 for regulation (Wt vs. Nrf2-null comparisons). 

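Among the genes shared by the compounds, the glutathione S-transferases Gstm3 and Gstm1 responded less without Nrf2. Gstm3 responded to D3T more in Wt than in Nrf2-null liver by a log2 difference of 2.69 (standard error 0.49, adjusted p = 0.035), and to 10 μmol/kg CDDO-Im by 2.75 (standard error 0.49, adjusted p = 0.00093). Nqo1 responded to CDDO-Im more in Wt liver by 2.22 (standard error 0.45, adjusted p = 0.0031). For D3T its difference was 1.95, which did not pass (adjusted p = 0.055). In the Nrf2-null mice, Gstm3 changed by −0.14 with D3T and −0.21 with CDDO-Im, and Nqo1 by 0.59 and 0.09, and none of these passed (adjusted p = 0.89, 0.86, 0.31 and 0.95). Without Nrf2-null D3T replicate 4 the D3T values were −0.04 for Gstm3 and 0.26 for Nqo1. The group means of Nqo1 in these Nrf2-null mice, at log2 3.15 to 3.74, lay below the expression minimum, so that its changes there and its genotype differences are not exact. Gstm1 had differences of 1.51 (adjusted p = 0.049) for D3T and 1.38 (adjusted p = 0.0079) for CDDO-Im. The genotype difference did not pass for Acot3, at 2.70 (adjusted p = 0.20) for D3T and 0.87 (adjusted p = 0.62) for CDDO-Im, or Abcd2, at 3.22 (adjusted p = 0.084) and 1.63 (adjusted p = 0.26).

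By the study's criteria, the response to D3T was dependent on Nrf2 for 209 of the 274 genes of meta cluster 1 (76.3%) and the response to CDDO-Im for 229 (83.6%). A gene met the first criterion when the Wt and the Nrf2-null mice of a treatment differed by the exact Wilcoxon test (20.8% for D3T and 33.6% for CDDO-Im) and the second when its folds in the 2 genotypes differed by a ratio of 1.3 or more in either direction (71.5% and 79.6%). Over all 9605 genes past the expression minimum in a Wt group, as the cluster step applies it, 28.9% met either criterion for D3T and 40.6% for CDDO-Im. With Nrf2-null folds taken against Wt vehicle the shares of the 274 genes of meta cluster 1 were 42.7% and 53.3%. With a limma test of the difference between genotypes in place of the criteria they were 0.73% and 23.0%. The D3T difference in Gstm3 lost its call without each of Wt vehicle replicates 1 and 2, Wt D3T replicates 1 and 2 and Nrf2-null D3T replicate 2, and that in Gstm1 without any 1 of 9 of the 16 mice, with no expression minimum, without trend and robust variances and in a fit to these groups alone. The D3T differences in Gstm3 and Gstm1 also lost their calls with the replicate number as a block. The D3T difference in Nqo1 passed without each of Nrf2-null D3T replicates 3 and 4, with quantile normalization again and with arrayWeights.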

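Enzymes that conjugate or reduce reactive compounds and export the products were among the genes that responded to both compounds. Of 27 measured genes of this list, fixed before the data were examined, D3T raised 11 and lowered none in Wt liver (13 higher when adjusted over the list alone), and 10 μmol/kg CDDO-Im raised 13 and lowered none (16 higher and 1 lower when adjusted over the list alone). The glutathione transferases Gstm2, Mgst3 and Gstm4 were higher with D3T by log2 fold changes of 1.98 (standard error 0.27, adjusted p = 4.3e-05), 1.38 (adjusted p = 0.00029) and 1.33 (adjusted p = 0.0019). With CDDO-Im, Gstm4 was higher by 1.28 (adjusted p = 0.00078) and the conjugate exporter Abcc2 by 0.87 (adjusted p = 7.9e-06). The list's median change was 0.30 with D3T (camera adjusted p = 1.9e-08, and adjusted p = 0.070 with an estimated correlation) and 0.54 with CDDO-Im (camera adjusted p = 1.1e-11, and adjusted p = 0.011 with an estimated correlation). The list holds the 6 genes that the study chose for Fig. 2B on these mice, which are not independent evidence of its direction.

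The response of the list depended on genotype. The difference between Wt and Nrf2-null mice was called higher for 2 of the 27 genes with D3T and for 8 with CDDO-Im (13 and 10 when adjusted over the list alone), with medians of 0.60 and 0.49 (camera adjusted p = 2.1e-11, and adjusted p = 0.013 with an estimated correlation for D3T, and camera adjusted p = 6e-10, and adjusted p = 0.026 with an estimated correlation for CDDO-Im). In Nrf2-null liver, D3T lowered 4 of the 27 and raised none by limma (1 higher at an unadjusted p under 0.05), and with CDDO-Im none passed limma (3 higher and 2 lower at an unadjusted p under 0.05). Without treatment, 12 of the 27 were lower in Nrf2-null than in Wt mice and none was higher (13 lower when adjusted over the list alone), among them Gsta2 by −2.72 (adjusted p = 2.8e-06) and Nqo1 by −1.57 (adjusted p = 0.0012), not an exact size since the Nrf2-null mean of log2 3.15 lies below the expression minimum. Of 5 measured genes of NADPH supply, Pgd, an enzyme of the pentose phosphate pathway, was higher with D3T by 0.94 (adjusted p = 0.0064). With D3T 2 genes of the list passed when adjusted over the list alone (camera adjusted p = 0.0050, and adjusted p = 0.31 with an estimated correlation), and none passed with 10 μmol/kg CDDO-Im by limma (0 at an unadjusted p under 0.05). With the clock score as a covariate, chosen after seeing the data, the CDDO-Im calls of Gstm4 and Abcc2 ended.

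**Figure D1:**
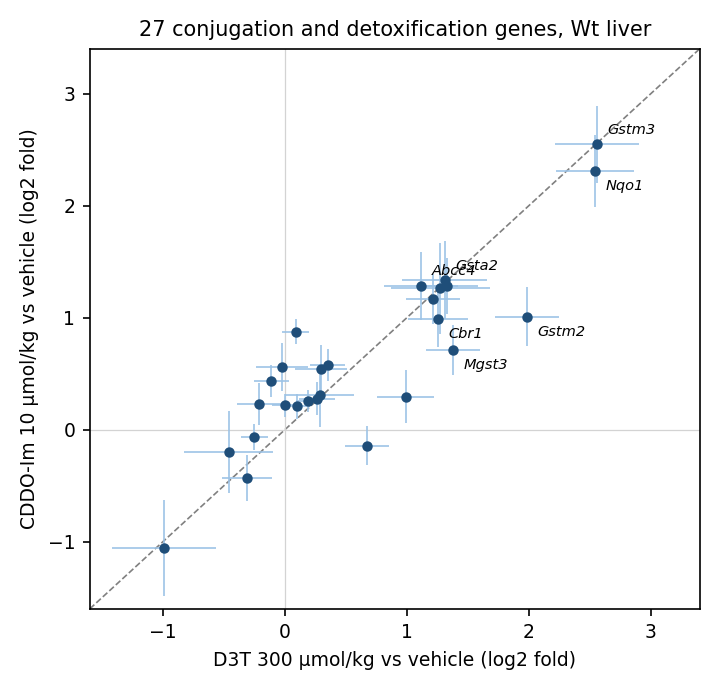
Log2 fold changes of the 27 genes with 300 μmol/kg D3T (x axis) and with 10 μmol/kg CDDO-Im (y axis) against vehicle in Wt liver, 1 point per gene, 4 mice per group. Gstm3, on its kept probe set of highest mean, lies near the line of equal change, at 2.56 and 2.55. Its other kept probe set, near background with vehicle, is not drawn.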

IPA functional analysis of these genes identified the canonical Nrf2 antioxidant response network as highly enriched (Fig. 2A). 

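In Wt liver, 6 known targets of Nrf2 were higher than with vehicle with both 300 μmol/kg D3T and 10 μmol/kg CDDO-Im, by limma. Nqo1 reached 6.42 ± 3.63-fold (SD, n = 4) of the Wt vehicle mean with D3T and 5.12 ± 1.62-fold with CDDO-Im. Gstm3 reached 6.05 ± 1.65-fold and 6.17 ± 2.23-fold, and Gstm1 2.35 ± 0.476-fold and 2.27 ± 0.416-fold. Cbr1, a carbonyl reductase, reached 2.4 ± 0.277-fold with D3T and 2.04 ± 0.561-fold with CDDO-Im. The exporter Abcc4 reached 2.21 ± 0.536-fold and 2.65 ± 1.19-fold, and the glutathione transferase Gsta2 2.52 ± 0.544-fold and 2.74 ± 1.12-fold. All 4 treated mice were above all 4 vehicle mice for each gene and compound (exact two-sided permutation test, p = 0.029), except with CDDO-Im for Abcc4 (exact p = 0.057) and Gsta2 (exact p = 0.086). In Nrf2-null liver Nqo1 stood at 0.338 ± 0.0418-fold of the Wt vehicle mean without treatment and at 0.574 ± 0.329-fold with D3T (exact p = 0.34), both below the expression minimum at log2 3.15 and 3.74, and Gsta2 at 0.155 ± 0.0349-fold and 0.206 ± 0.0483-fold (exact p = 0.14).

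None of the 6 genes differed between the compounds by limma (0 at an unadjusted p under 0.05). The ratio of CDDO-Im to D3T was 0.852 (95% interval 0.544 to 1.33) for Nqo1, 0.991 (95% interval 0.609 to 1.61) for Gstm3, 0.969 (95% interval 0.71 to 1.32) for Gstm1, 0.827 (95% interval 0.585 to 1.17) for Cbr1, 1.12 (95% interval 0.735 to 1.72) for Abcc4 and 1.02 (95% interval 0.622 to 1.67) for Gsta2. The interval for Gstm1 stayed within 1.5-fold in both directions and the others did not, so that a difference of that size is not excluded for those 5. Over the wider list of 27 genes, 21 did not differ, and for 9 of these the interval stayed within 1.5-fold. Among these 9, Txnrd1 and Gclm each had another kept probe set that was higher with CDDO-Im than with D3T. The log2 differences there were 1.07 (adjusted p = 0.0011) and 0.497 (adjusted p = 0.00035), so that a difference is not excluded for these genes. Abcc2 and Ugdh, which makes the sugar donor of glucuronidation, were higher with CDDO-Im than with D3T by log2 differences of 0.79 (adjusted p = 2.8e-05) and 0.55 (adjusted p = 0.0081), and Gstm2, Gstm5, Gstm6 and Mgst3 were lower, Gstm5 by −0.81 (adjusted p = 0.0020). The other kept probe set of Gstm3 had a vehicle mean of log2 3.13, below the expression minimum, so that it gives no exact fold. Between the compounds it differed by −0.97 (adjusted p = 0.092). On the Gstm1 probe set with the smallest p, the difference turned to 0.61 and passed. With the clock score as a covariate, chosen after seeing the data, the CDDO-Im calls of Gstm1, Abcc4 and Gsta2 ended. The D3T calls of Abcc4 and Gsta2 ended without each of Wt vehicle replicates 2 and 3 and Wt D3T replicates 2 and 3 and without any 1 of 5 of the 8 mice. The difference in Gstm2 lost its call without Wt D3T replicate 2, that in Mgst3 without each of Wt D3T replicates 1 and 3 and Wt CDDO-Im 10 replicates 1 and 4 and that in Gstm6 without any 1 of 5 of the 8 mice.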

Graphical analysis of several well characterized, prototypical Nrf2-dependent genes identified by microarray, including ATP-binding cassette, subfamily C member 4 (Yates et al., 2009), carbonyl reductase 1 (Agyeman et al., 2012), *Gsta2*, *Gstm1* and *Gstm3* (Chanas et al., 2002; Malhotra et al., 2010), and *Nqo1* (Chorley et al., 2012), provides further confirmation that 300 *μ*mol/kg b.wt. D3T and 10 *μ*mol/kg b.wt. CDDO-Im are equally efficacious activators of canonical Nrf2 signaling (Fig. 2B). Moreover, these data also demonstrate that a higher dose of CDDO-Im (30 *μ*mol/kg b.wt.) is a more effective inducer of Nrf2 compared with the maximal dose of D3T (approximately 2-fold higher responses).

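At 30 μmol/kg, CDDO-Im raised 19 of the 27 detoxification genes and lowered none (camera adjusted p = 4.6e-37, and adjusted p = 1.7e-06 with an estimated correlation). Cbr3, a carbonyl reductase, was higher than with vehicle by a log2 fold change of 6.38 (standard error 0.41, adjusted p = 6.4e-13), Nqo1 by 4.09 (standard error 0.32, adjusted p = 7.6e-11) and Srxn1, which restores oxidized peroxiredoxins, by 1.97 (adjusted p = 1.7e-07). Against D3T, 13 of the 27 genes were higher with 30 μmol/kg CDDO-Im, Gstm5, Gstm6 and Mgst3 were lower, and 11 did not differ. Among these 11 the interval stayed within 1.5-fold only for Ephx1, Gclm and Gsta3. Cbr3 was 34.4 (95% interval 19.4 to 61.1) times as high with CDDO-Im as with D3T, Abcc4 3.3 (95% interval 2.15 to 5.04) times and Nqo1 2.93 (95% interval 1.87 to 4.6) times (adjusted p = 2.3e-10, 7.8e-05 and 0.00044). Over the 6 genes of Fig. 2B, on the probe sets of highest mean, the ratio had a median of 1.77 and ranged from 1.47 to 3.3, and it did not pass for Cbr1 (adjusted p = 0.055), Gsta2 (0.089), Gstm1 (0.055) or Gstm3 (0.056). By exact two-sided permutation tests on these probe sets, no mice overlapped for Abcc4 and Gsta2 (p = 0.029 for each). Mice overlapped for Cbr1, Gstm1, Gstm3 and Nqo1 (exact p = 0.057 for each). On the 3 other kept probe sets of Gstm1 the ratio was 1.72, 2.36 and 2.78, and no mice overlapped there (exact two-sided permutation test, p = 0.029 for each). On the other kept probe set of Gstm3 it was 1.74, and mice overlapped (exact p = 0.23).

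Genes of the acute phase, secreted by the liver in inflammation, were higher at this dose as well. Of 12 measured, 6 rose and none fell (7 when adjusted over the list alone, camera adjusted p = 2.3e-07, and adjusted p = 0.33 with an estimated correlation). Lcn2, an iron-binding protein of the innate defence, was higher by 5.28 (standard error 1.35, adjusted p = 0.0051), the serum amyloids Saa2 and Saa1 by 5.11 (adjusted p = 0.0031) and 3.52 (adjusted p = 0.0089), and the acid glycoprotein Orm2 by 3.92 (adjusted p = 0.0045). Marco, a scavenger receptor of Kupffer cells, was higher by 3.49 (standard error 0.54, adjusted p = 4.7e-05), not an exact size since the vehicle mean of log2 2.52 lies below the expression minimum, and it alone passed among 8 measured Kupffer cell markers. The rise differed between Wt and Nrf2-null liver for 15 of the 27 detoxification genes, with Cbr3 at 6.29 (adjusted p = 1.5e-08) and Nqo1 at 3.89 (adjusted p = 1.6e-06), and for 4 of the 12 acute phase genes, with Lcn2 at 7.15 (adjusted p = 0.015). The genotype difference of Marco was 3.20 (adjusted p = 0.0074), and like that of Nqo1 and of Cbr3 it is not exact, since 1 or more of the group means lay below the minimum.

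By limma, 2967 genes differed between 30 μmol/kg CDDO-Im and D3T, 431 higher and 2536 lower with CDDO-Im, and with arrays centred on their medians 53.8% of the calls were higher instead of 14.5%. The difference between genotypes in the response to 30 μmol/kg passed for 1154 genes, 173 higher and 981 lower in Wt, and 51.7% of the calls were higher after centring instead of 15.0%. The median of all genes stood at −0.16 and −0.17 in these comparisons. The difference from D3T in Mgst3 lost its call without each of Wt D3T replicate 3 and Wt CDDO-Im 30 replicates 2 and 4. It passed for Cbr1 without each of Wt D3T replicate 4 and Wt CDDO-Im 30 replicate 4, for Gstm3 without each of Wt D3T replicate 2 and Wt CDDO-Im 30 replicate 4 and for Gstm1 without Wt D3T replicate 2. For these 3 genes it passed also with the probe set of smallest p, with centring, with arrayWeights and in a fit to these groups alone.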

**Fig. 2.**
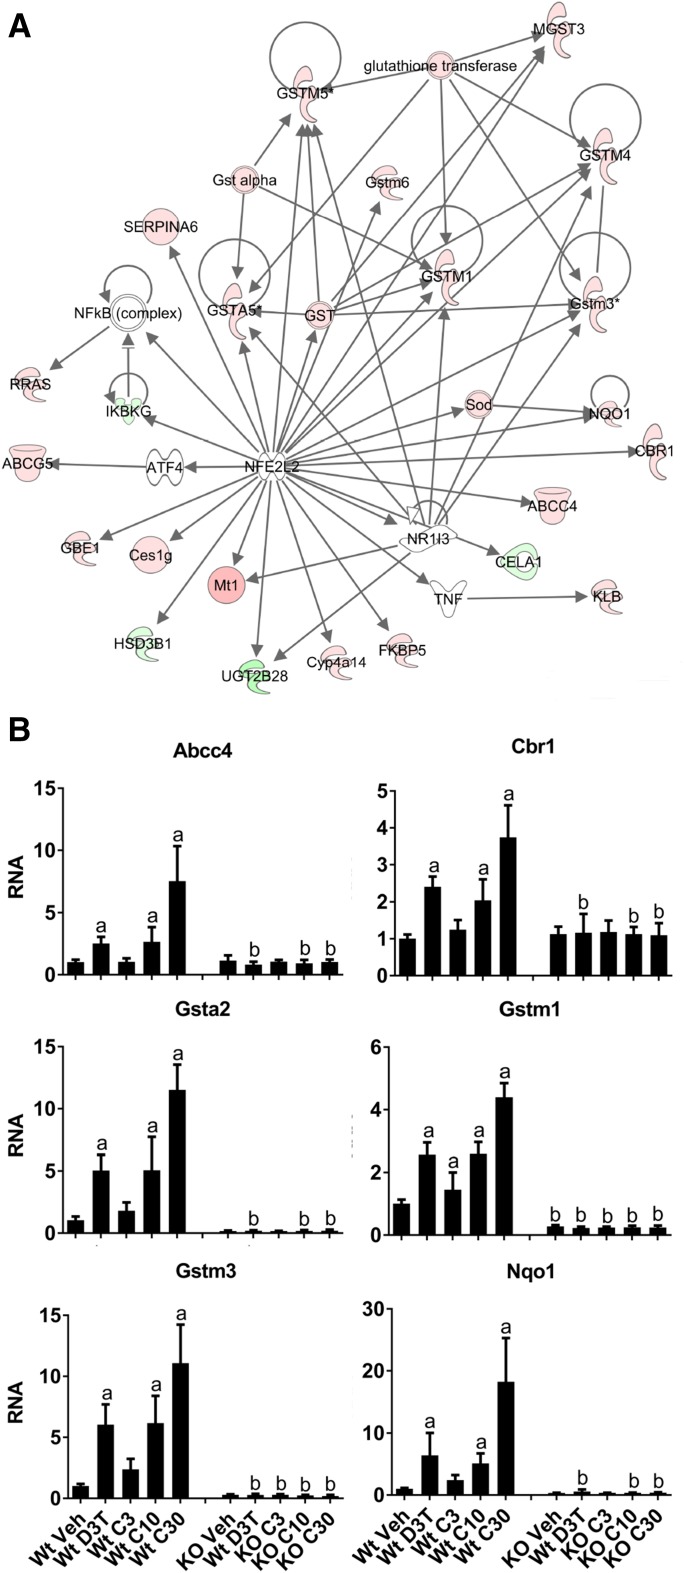
Nrf2-dependent genes with common responses to either 300 *μ*mol/kg b.wt. D3T or 10 *μ*mol/kg b.wt. CDDO-Im comprise the canonical Nrf2 antioxidant response pathway. (A) IPA for pathway enrichment of the common response genes (patterns 22x + 00x, Table 2) identified the Nrf2 antioxidant response network as the most significantly enriched. Red nodes are upregulated, and green nodes are downregulated as determined by microarray. (B) Graphical analysis of RNA levels of well studied, prototypical Nrf2-dependent genes from (A). Animals were treated as described in the *Materials and Methods* with doses of 300 *μ*mol/kg b.wt. D3T or 3, 10, or 30 *μ*mol/kg b.wt. CDDO-Im. Values are expressed as the average fold-change ± S.D. in the liver of Wt or Nrf2-null (KO) mice (*n* = 4/treatment group per genotype). Results were normalized to the expression in the Wt vehicle control, which was set to 1, and analyzed using a two-way analysis of variance followed by Tukey’s multiple-comparisons test. ^a^*P* < 0.05 relative to the Wt vehicle; ^b^*P* < 0.05 relative to the Wt sample of the matching treatment and dose. KO, knockout; Veh, vehicle.

Meta cluster 2 contains 197 genes that respond only to D3T (Table 2). 

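Acaca and Elovl6, of fatty acid synthesis, and Apoa4 were among the genes that responded to D3T alone. Acaca was higher with D3T by a log2 fold change of 1.36 (standard error 0.22, adjusted p = 0.00034), and at 10 μmol/kg CDDO-Im its change was 0.05 (adjusted p = 0.91). The other kept probe set of Acaca did not change with D3T, at −0.05 (adjusted p = 0.95). Elovl6 was higher with D3T by 1.84 (standard error 0.36, adjusted p = 0.0027) and stood at 0.20 (adjusted p = 0.76) with CDDO-Im. Apoa4, an apolipoprotein of triglyceride-rich particles, was higher with D3T by 2.27 (standard error 0.40, adjusted p = 0.00093) and stood at 0.33 (adjusted p = 0.62) with CDDO-Im. Of the 15 measured genes of fatty acid synthesis, D3T raised 3 and lowered none (9 when adjusted over the list alone), with a median of 0.81 (camera adjusted p = 3.5e-08, and adjusted p = 0.31 with an estimated correlation). With CDDO-Im none passed limma (0 at an unadjusted p under 0.05), with a median of −0.01. Meta cluster 2 held 228 genes, 155 higher and 73 lower, among them Acaca, Acly, Elovl6, Fads1, Fasn and Gpam of this list and 7 of 17 genes of cholesterol synthesis.

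Lists of feeding state moved in part with D3T. Of 8 measured genes that rise on feeding, 1 passed (3 when adjusted over the list alone, median 0.86, camera adjusted p = 0.00017, and adjusted p = 0.31 with an estimated correlation). Of 8 that rise on fasting 2 passed as higher, with a median of 0.41 (camera adjusted p = 0.060). Of 7 measured genes with a male-biased level, 1 was lower (3 when adjusted over the list alone), with a median of −1.07 (camera adjusted p = 0.00061, and adjusted p = 0.31 with an estimated correlation).

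The cluster also held Abcc4 and Gsta2, since in each of them mice overlapped between CDDO-Im and vehicle, but limma called both higher with CDDO-Im, Abcc4 by 1.28 (adjusted p = 0.0035) and Gsta2 by 1.33 (adjusted p = 0.0081). With limma calls in place of the Wilcoxon tests the cluster held 143 genes, of which 88 were shared with the 228. The limma cluster of 143 genes held 82 or 60 without Wt D3T replicates 1 or 2 and 76 without Wt vehicle replicate 3, and the CDDO-Im call of Gsta2 ended without Wt vehicle replicate 2 and in a fit to these groups alone.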

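In Nrf2-null mice limma called 397 genes with D3T (220 higher, 177 lower), a count that chance does not exclude. Of 35 splits of these mice, 6 with the real one reached it, and the highest other gave 834. Among the called genes, Pnpla3, a lipase-like protein of lipid droplets, was higher by a log2 fold change of 3.50 (standard error 0.61, adjusted p = 0.0013), from a vehicle mean of log2 3.76 below the expression minimum. Apoa4 was higher by 1.91 (adjusted p = 0.0057) and Acaca by 1.28 (adjusted p = 0.0013). Dio1, which activates thyroid hormone, was lower by −2.14 (adjusted p = 0.00024) in Nrf2-null and −1.84 (adjusted p = 0.00080) in Wt liver, and Cyp8b1, the sterol 12-hydroxylase of bile acid synthesis, was lower by −2.06 (adjusted p = 0.0024) in Nrf2-null liver. The difference between genotypes in the response to D3T was 0.09 (adjusted p = 0.95) for Acaca, 0.36 (adjusted p = 0.84) for Apoa4, 0.30 (adjusted p = 0.83) for Dio1 and −2.68 (adjusted p = 0.19) for Pnpla3. None of these passed, apart from Pnpla3 without Nrf2-null D3T replicate 4 or with arrayWeights. Without that mouse the difference was −0.14 for Acaca, 0.62 for Apoa4 and −0.05 for Dio1. Of the 15 genes of fatty acid synthesis, 3 were higher in Nrf2-null liver and none was lower (6 when adjusted over the list alone, median 0.65, camera adjusted p = 0.00010, and adjusted p = 0.79 with an estimated correlation). Nrf2-null D3T replicate 4 stood apart from its group, with a mean of these genes of log2 10.79, and without it 10 of them were called higher, with a median of 1.14.

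By the study's criteria, 148 of the 228 genes of meta cluster 2 were dependent on Nrf2 (64.9%), 18.9% by the Wilcoxon criterion alone and 61.0% by the fold criterion alone. Acaca and Elovl6 met neither criterion, and Apoa4 did. With a limma test of the difference between genotypes in place of the criteria, 1.32% were dependent. By limma 7 genes in all differed in their response to D3T between the genotypes, with 4 higher and 3 lower in Wt (1277 at an unadjusted p under 0.05). Besides Gstm3 and Gstm1 these were the proton pump subunit Atp6v1a (0.54, adjusted p = 0.035), the hypoxia-inducible Fam162a (0.41, adjusted p = 0.035), the mitochondrial nuclease Endog (−0.65, adjusted p = 0.049), Ppig (−0.60, adjusted p = 0.049) and Dedd (−0.47, adjusted p = 0.035). With no expression minimum the calls of Gstm1, Endog and Ppig ended, with centring that of Fam162a and with arrayWeights that of Ppig. In a fit to these groups alone Gstm3 was the 1 gene called, and with the replicate number as a block none of the 7 was. This count was 0 without each of Wt vehicle replicates 1 and 2, Wt D3T replicates 1 and 2 and Nrf2-null D3T replicate 2 (1128 to 1383 at an unadjusted p under 0.05). It was 53 without Nrf2-null D3T replicate 4, and it moved by over 1.5 times without each of the 16 mice except Wt D3T replicates 3 and 4. The count of 397 was 604 without Nrf2-null D3T replicate 4 and more than 620 and 260 without Nrf2-null vehicle replicates 1 and 3. It was 198 without Nrf2-null D3T replicate 3, and 0 when limma was fitted to these groups alone (808 at an unadjusted p under 0.05).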

Only 98 genes (50%) in this cluster were dependent on Nrf2. In support of our classification of these genes as unique to D3T, we evaluated the response characteristics of the 72 Nrf2-dependent genes that were upregulated in response to D3T in this cluster. 

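Of the 107 genes of meta cluster 2 that were dependent on Nrf2 and higher with D3T, 47 (43.9%) were above 1.25-fold of vehicle with 10 μmol/kg CDDO-Im and 56 (52.3%) lay within 1.25-fold in either direction. The glutathione transferases Gstm5 and Gstm6 were higher with D3T by log2 fold changes of 0.67 (adjusted p = 0.027) and 0.99 (adjusted p = 0.013) and stood at −0.14 (adjusted p = 0.63) and 0.29 (adjusted p = 0.42) with CDDO-Im. Fdft1, the squalene synthase, was higher with D3T by 1.16 (adjusted p = 0.030) and stood at 0.18 (adjusted p = 0.75) with CDDO-Im, and Mvk, the mevalonate kinase, was higher by 1.48 (adjusted p = 0.047) and stood at 0.71 (adjusted p = 0.27). The difference between the compounds passed for Fdft1 (−0.98, adjusted p = 0.027) and not for Mvk (−0.77, adjusted p = 0.23). Ppargc1a, a coactivator of fasting and mitochondrial genes, was higher with D3T by 1.10 (adjusted p = 0.034) and stood at 0.72 (adjusted p = 0.098) with CDDO-Im, with a difference of −0.38 (adjusted p = 0.42) between the compounds.

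The share above 1.25-fold was 24.5% when the 1.5-fold minimum was left out. The D3T call of Gstm6 ended without each of Wt D3T replicates 1 and 2, that of Gstm5 without any 1 of 5 of the 8 mice, that of Ppargc1a without any 1 of 5 of the 8 mice, that of Fdft1 without any 1 of 6 of the 8 mice and that of Mvk without any 1 of 7 of the 8 mice. The difference between the compounds in Fdft1 lost its call without any 1 of 5 of the 8 mice. With no expression minimum, and so with more genes adjusted for, the D3T calls of Fdft1, Gstm5, Mvk and Ppargc1a and this difference ended.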

Only 18 of these genes (25%) showed any level of response to CDDO-Im above 1.25-fold, a cutoff value that our laboratory can routinely verify by qPCR methods (Kennedy et al., 2013). In contrast, 54 genes (75%) were only regulated by D3T. These data indicate that the genes in meta cluster 2 are truly unaffected by CDDO-Im and did not just fail to reach statistical significance.

The 98 Nrf2-dependent meta cluster 2 genes were analyzed using IPA for functional enrichment and annotation. 

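Meta cluster 2, the genes that responded to D3T alone, held 7 of the 17 measured genes of this pathway: Mvk, Pmvk, Mvd and Fdps of the mevalonate and isoprenoid steps, and Fdft1, Hsd17b7 and Dhcr7 of the sterol steps. All 7 were higher and dependent on Nrf2 by the study's criteria, each of them by the fold criterion. Without Nrf2-null D3T replicate 4, chosen after seeing the data, Dhcr7, Fdft1 and Mvk met the fold criterion and Fdps, Hsd17b7, Mvd and Pmvk did not. Among the 148 Nrf2-dependent genes of the cluster they made up 4.73%, against 0.177% of all genes past the expression minimum in a Wt group (odds ratio 46.9, one-sided Fisher's exact test, p = 3.1e-09). Against the 2093 genes that could have been assigned a pattern, 14 of which belong to the pathway, the odds ratio was 13.7 (Fisher exact p = 1.7e-05). All 7 belong to the genes that the study chose for Fig. 3 on these mice, and Ebp, Msmo1, Sqle and Tm7sf2, the measured genes of the pathway not drawn there, were not in the cluster. These tests are therefore not independent evidence that the pathway is over-represented. Cyp51, Hmgcs1, Idi1, Lss and Nsdhl were higher with both compounds by the Wilcoxon tests and so belonged to meta cluster 1. At 10 μmol/kg CDDO-Im limma gave log2 changes of 0.47 (adjusted p = 0.40) for Lss and 0.65 (adjusted p = 0.22) for Cyp51, both of which passed in a fit to these groups alone. Meta cluster 3 held none of the 17. Of 3 measured other targets of Srebf2, the regulator of sterol synthesis, Stard4 was in meta cluster 2 as higher, and none of the 3 passed limma with D3T (1 at an unadjusted p under 0.05, camera adjusted p = 0.32).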

The most enriched pathways by these genes are the superpathway of cholesterol biosynthesis (*P* = 1.98 × 10^−12^) and cholesterol biosynthesis I (*P* = 5.52 × 10^−12^) (Table 3). Due to genes being regulated by D3T in meta cluster 1 as well as meta cluster 2, these two clusters were combined and analyzed for gene ontology using DAVID. DAVID analysis indicated that the KEGG pathways of terpenoid backbone synthesis (Fig. 3A) and steroid biosynthesis (Fig. 3B) were both highly enriched by D3T-responsive genes. 

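With D3T, all 17 measured genes of cholesterol synthesis had a positive change in Wt liver, from 0.38 to 1.83 on the log2 scale with a median of 0.96. Limma called 4 of them as higher, and all 17 passed when adjusted over the list alone (camera adjusted p = 7e-11, and adjusted p = 0.31 with an estimated correlation). Lss was higher by 1.83 (standard error 0.36, adjusted p = 0.0027). Ebp, a sterol isomerase, was higher by 0.46 (standard error 0.11, adjusted p = 0.013). The change of Cyp51, the sterol 14-demethylase, was 1.11 (adjusted p = 0.076). Of the 18 genes of the pathways drawn in Fig. 3, 14 were measured, 3 were called higher and all 14 passed when adjusted over the list alone, and since the study chose these genes on these mice their direction is not independent evidence.

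With 10 μmol/kg CDDO-Im none of the 17 genes passed limma (0 at an unadjusted p under 0.05), with a median of 0.29 (camera adjusted p = 0.045, and adjusted p = 0.95 with an estimated correlation). The camera call also ended with no expression minimum (0.28) and with either further normalization (0.14 for each). Against D3T, 4 of the 17 were lower with CDDO-Im and none was higher (7 when adjusted over the list alone, camera adjusted p = 0.011, and adjusted p = 0.76 with an estimated correlation), Lss by −1.35 (adjusted p = 0.0088) and Ebp by −0.48 (adjusted p = 0.0030). For the 13 that did not pass no interval stayed within 1.5-fold. At 30 μmol/kg CDDO-Im the median was 0.03 and none passed limma (1 lower at an unadjusted p under 0.05), and against D3T 9 were lower.

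In Nrf2-null liver the median change with D3T was −0.02 and none of the 17 passed limma (0 at an unadjusted p under 0.05). The difference between the genotypes had a median of 1.01, no gene passed limma (9 higher at an unadjusted p under 0.05, 3 when adjusted over the list alone), and the list passed camera (camera adjusted p = 3.6e-08, and adjusted p = 0.44 with an estimated correlation). The mean of the 17 genes was log2 9.5 in Nrf2-null D3T replicate 4 and 11.94 to 12.25 in the other 3 mice of that group, against 11.42 ± 0.35 (SD, n = 4) with vehicle. Without replicate 4 the median change in Nrf2-null liver was 0.51 and 7 of the 17 were called higher. The change of Cyp51 with D3T passed with arrayWeights and in a fit to these groups alone. The D3T call of Ebp ended without Wt D3T replicate 2 (adjusted p = 0.074), and with the clock score as a covariate, chosen after seeing the data, the difference between the compounds in Lss no longer passed.

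**Figure D2:**
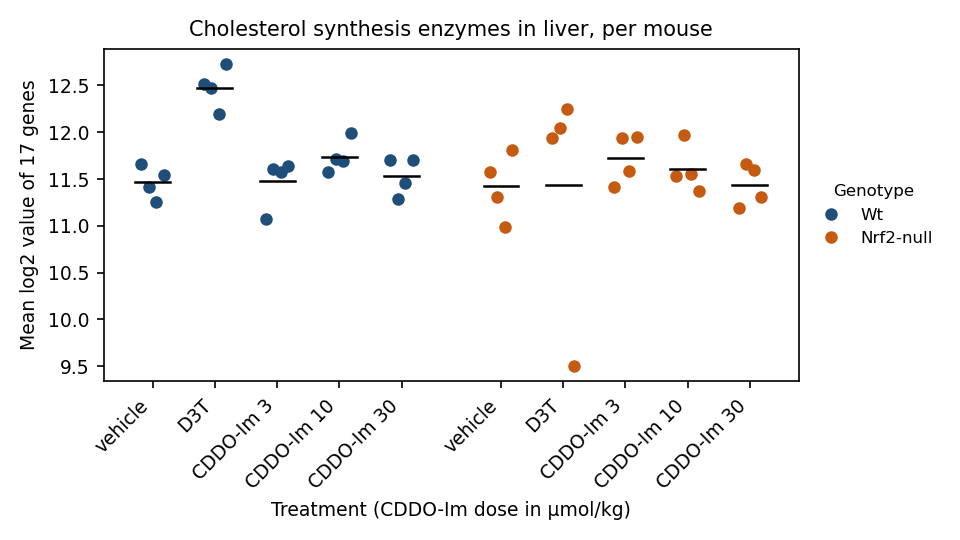
Mean log2 expression of the 17 measured genes of cholesterol synthesis in each mouse (1 point per mouse, 4 per group, lines at the group means) by treatment and genotype. The 4 Wt mice with D3T lie between 12.19 and 12.73, and 1 Nrf2-null mouse with D3T lies at 9.5.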

Gene expression changes determined by microarray were validated by qPCR measurement of RNA transcripts (Fig. 3C). Of the 18 genes in the two cholesterol biosynthetic KEGG pathways, 10 genes were confirmed by qPCR to be uniquely regulated in the presence of D3T. Those genes are highlighted in yellow and overlaid onto the KEGG pathways in Fig. 3, A and B. Expression changes of eight genes in the cholesterol biosynthetic KEGG pathways regulated by D3T in Wt mouse liver were reversed in Nrf2-null tissue, indicating a requirement for Nrf2 in their response to D3T. To evaluate the efficacy of CDDO-Im in regulating cholesterol biosynthetic genes we determined to be unique to D3T-treatment, we examined the CDDO-Im dose-response relationship for *Lss* and lanosterol 14 *α*-demethylase (*Cyp51*). CDDO-Im, regardless of dose tested, had no effect on the expression of either of these genes (Fig. 3D), supporting their classification in meta cluster 2. Immunoblot analysis further confirmed both the Nrf2 dependence and the D3T-unique upregulation of LSS and CYP51 protein levels (Fig. 3E).

**TABLE 3:** Nrf2-dependent IPA canonical pathways enriched by genes responding uniquely to D3T treatment

D3T-Regulated Canonical Pathway	*P* Value	Genes
Superpathway of cholesterol biosynthesis	1.98 × 10^−12^	8 of 27
Cholesterol biosynthesis I	5.52 × 10^−12^	6 of 13

**Fig. 3.**
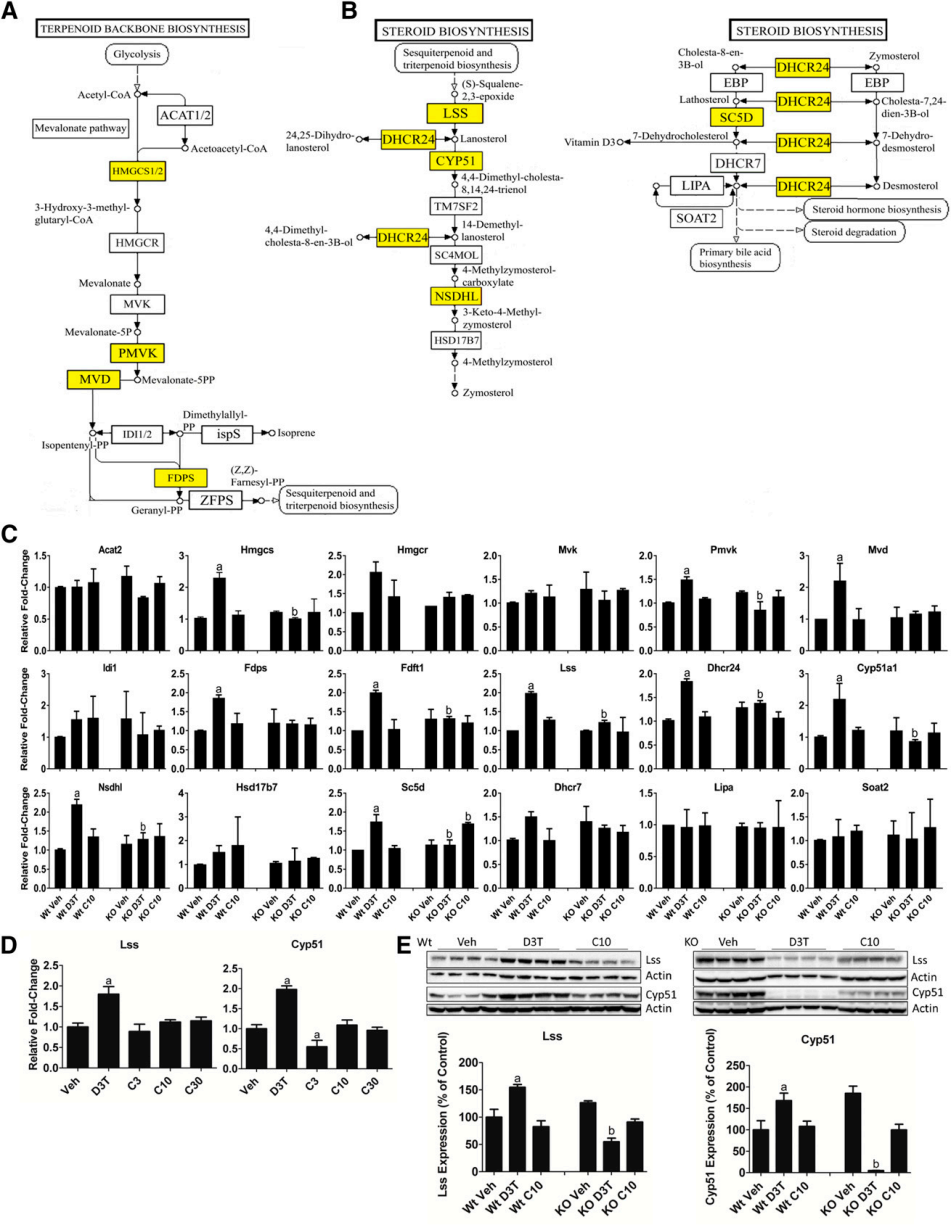
D3T uniquely upregulates the cholesterol biosynthesis pathway in mouse liver. (A and B) KEGG pathways of terpenoid backbone synthesis (A) and cholesterol biosynthesis (B) are a significantly enriched set of genes uniquely responsive to D3T (patterns 21x + 01x, Table 2). Yellow highlighted squares identify genes that are upregulated uniquely by D3T as determined by qPCR in (C). (C) Measurement by qPCR of levels of RNA of the indicated cholesterol biosynthetic enzymes. Animals were treated as described in the *Materials and Methods* with doses of 300 *μ*mol/kg b.wt. D3T or 10 *μ*mol/kg b.wt. CDDO-Im. Values are expressed as the average fold-change ± S.E.M. in the liver of Wt or Nrf2-null (KO) mice (*n* = 2 independent experiments of four animals/treatment group per genotype each). Expression of *Gapdh*, which was unchanged by treatment or genotype, was used for normalization. Results were analyzed using a two-way ANOVA followed by Tukey’s multiple-comparisons test. ^a^*P* < 0.05 relative to the Wt vehicle; ^b^*P* < 0.05 relative to the Wt sample of the matching treatment and dose. (D) Measurement by qPCR of levels of RNA of *Lss* and *Cyp51*. Animals were treated as described in the *Materials and Methods* with doses of 300 *μ*mol/kg b.wt. D3T or 3, 10, or 30 *μ*mol/kg b.wt. CDDO-Im. Values are expressed as the average fold-change ± S.D. in the liver of Wt mice (*n* = 4/treatment group per genotype). Expression of *Gapdh*, which was unchanged by treatment or genotype, was used for normalization. Results were analyzed using one-way ANOVA followed by Dunnett’s multiple-comparisons test. ^a^*P* < 0.05 relative to the Wt vehicle. (E) LSS and CYP51 expression in 50 *μ*g total liver protein from Wt or Nrf2-null mice treated with 300 *μ*mol/kg b.wt. D3T or 10 *μ*mol/kg b.wt. CDDO-Im. *β*-actin, which was unchanged by treatment or genotype, was used as a loading control and then data were normalized to a common sample loaded on both gels to allow for comparisons between genotypes. Values are expressed as the average percentage of the Wt vehicle control, which was set to 100% ± S.D. in the liver of Wt or Nrf2-null (KO) mice (*n* = 4/treatment group per genotype). Results were analyzed using a two-way ANOVA followed by Tukey’s multiple-comparisons test. ^a^*P* < 0.05 relative to the Wt vehicle; ^b^*P* < 0.05 relative to the Wt sample of the matching treatment and dose. ANOVA, analysis of variance; *Gapdh*, glyceraldehyde 3-phosphate dehydrogenase; KO, knockout; Veh, vehicle.

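Clock genes and metallothioneins were among the genes called with large changes at 10 μmol/kg CDDO-Im in Wt liver. Dbp, a transcription factor that the clock drives, was higher by a log2 fold change of 6.83 (standard error 1.24, adjusted p = 0.00041), and Arntl was lower by −3.88 (standard error 0.64, adjusted p = 0.00016). Of the 7 measured evening genes of the clock 5 were higher and none was lower (6 higher when adjusted over the list alone, camera adjusted p = 4.4e-08, and adjusted p = 0.086 with an estimated correlation). All 5 measured morning genes were lower (camera adjusted p = 1e-05, and adjusted p = 0.11 with an estimated correlation). The medians were 2.13 and −3.10. Per3 was higher by 3.63 (adjusted p = 0.0031), and Npas2 and Nfil3 were lower by −4.21 (adjusted p = 0.0015) and −3.10 (adjusted p = 9.2e-06). Per3 with vehicle (mean log2 2.87) and Npas2 with CDDO-Im (2.77) lay below the expression minimum of log2 4, so that these 2 sizes are not exact. The metallothioneins Mt1 and Mt2, which bind zinc and respond to stress hormones, were higher by 5.21 (adjusted p = 0.0021) and 5.27 (adjusted p = 0.0073), and with Fkbp5 they were the 3 of 9 measured glucocorticoid-responsive genes that rose (camera adjusted p = 0.088). Cdkn1a of this list was in meta cluster 1 as lower, at −2.19 (adjusted p = 0.021) on the probe set used there and at −1.16 (adjusted p = 0.16) on that of highest mean.

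Meta cluster 3, the genes that responded to CDDO-Im alone, held 838 genes, 340 higher and 498 lower. Among them the protease Usp2 was higher by 3.68 (adjusted p = 0.0044) and Per1 by 2.13 (adjusted p = 0.00099). Dnmt3b was lower by −2.71 (standard error 0.33, adjusted p = 6.1e-06), the activin-binding protein Fst by −3.37 (adjusted p = 0.0017) and Pdk4 by −2.90 (adjusted p = 0.0031). Trib3, a pseudokinase of stress and insulin signaling, was higher by 2.70 (adjusted p = 0.00093) and was in meta cluster 1, as were Dbp, Arntl, Mt1 and Mt2.

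With limma calls in place of the Wilcoxon tests the cluster held 1051 genes, 684 of them shared with the 838. With no 1.5-fold minimum it held 1728. With the clock score as a covariate, chosen after seeing the data, 33 genes were called at 10 μmol/kg in place of 1698. None of the calls named here on the probe sets of highest mean held. The score differed by 5.53 between these Wt groups, with SDs of 0.14 (vehicle) and 0.81 (10 μmol/kg) within them. The loss of calls therefore cannot tell an effect of CDDO-Im from a clock state. Under the covariate the change of Usp2 was −0.45, that of Per3 −0.91 and that of Npas2 0.45. Per3 and Npas2 belong to the genes that make up the score, so that their changes under it are not independent of it. The call of Fkbp5 ended without each of Wt vehicle replicates 3 and 4 and Wt CDDO-Im 10 replicates 3 and 4 and with no expression minimum.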

Meta cluster 3 (Table 2) contains 745 genes that responded uniquely to CDDO-Im. 

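At 10 μmol/kg CDDO-Im limma called 7 genes in Nrf2-null liver, 2 higher and 5 lower (1246 at an unadjusted p under 0.05), a count that depended on single mice. Of 35 splits of these mice, 8 with the real one reached it, and the highest other gave 379. Among the 7 were the cohesin loader Nipbl, lower by a log2 fold change of −0.88 (adjusted p = 0.00012), and Pcmtd1, lower by −0.66 (adjusted p = 0.00019). The response differed between the genotypes for 524 genes, with 165 higher and 359 lower in Wt. Mt1 responded more in Wt than in Nrf2-null liver by 6.48 (standard error 1.61, adjusted p = 0.017), the antiproliferative gene Tob2 by 2.09 (standard error 0.41, adjusted p = 0.0024) and Abcc2 by 0.97 (adjusted p = 0.00031). The difference was negative for Dnmt3b, at −2.38 (adjusted p = 0.0024), and Nfil3, at −2.41 (adjusted p = 0.013). Both fell more in Wt than in Nrf2-null liver, with Wt changes of −2.71 and −3.10. It was negative as well for Asap2, which regulates Arf GTPases, at −1.98 (adjusted p = 0.0015). The difference did not pass for Dbp, at 5.20 (adjusted p = 0.073), Usp2, at 3.37 (adjusted p = 0.10), or Pdk4, at −3.0 (adjusted p = 0.054). Of the evening clock genes none passed limma in this difference (6 higher at an unadjusted p under 0.05, 6 when adjusted over the list alone, camera adjusted p = 0.00022, and adjusted p = 0.43 with an estimated correlation). Of the morning genes 2 passed (4 when adjusted over the list alone, camera adjusted p = 0.0035, and adjusted p = 0.43 with an estimated correlation).

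By the study's criteria, 92.8% of the 838 genes of meta cluster 3 were dependent on Nrf2, 39.7% by the Wilcoxon criterion alone and 88.5% by the fold criterion alone. With a limma test of the difference in place of the criteria the share was 37.6%. The clock score spread widely in Nrf2-null mice, at −1.49 ± 3.07 (SD, n = 4) with vehicle and −0.15 ± 2.67 with 10 μmol/kg CDDO-Im. The difference passed for Dbp without each of Nrf2-null vehicle replicate 3 and Nrf2-null CDDO-Im 10 replicates 1 and 3, for Pdk4 without each of Nrf2-null vehicle replicate 4 and Nrf2-null CDDO-Im 10 replicates 1 and 3 and for Usp2 without Nrf2-null vehicle replicate 4. The count of 7 was 628 without Nrf2-null vehicle replicate 1, the mouse with a clock score of 3.08, 51 without Nrf2-null vehicle replicate 3, 12 without Nrf2-null CDDO-Im 10 replicate 1, 3 without Nrf2-null vehicle replicate 2, 4 without Nrf2-null CDDO-Im 10 replicate 3 or 4, 613 with arrayWeights, and 0 when limma was fitted to these groups alone (more than 620 at an unadjusted p under 0.05). The count of 524 was 284 and 335 without Wt vehicle replicates 2 and 3, 303 and 339 without Wt CDDO-Im 10 replicates 1 and 4, and 277 without Nrf2-null CDDO-Im 10 replicate 2. It was 304 with the clock score as a covariate, chosen after seeing the data, and the calls of Mt1 and Nfil3 ended, and Dnmt3b and Nfil3 lost theirs when limma was fitted to these groups alone.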

Remarkably, changes in the expression of 649 genes (87%) were dependent on Nrf2, indicating that CDDO-Im is a more selective activator of Keap1-Nrf2 signaling than D3T. Similar to meta cluster 2, we evaluated the response of the 297 Nrf2-dependent upregulated genes in meta cluster 3 to D3T. Of these, only 37 (13%) showed a level of response greater than 1.25-fold. In contrast, the expression of 243 genes (82%) was unchanged in the presence of D3T, indicating that the genes in this cluster are uniquely regulated by CDDO-Im and not a statistical artifact.

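Of the 325 genes of meta cluster 3 that were dependent on Nrf2 and higher with 10 μmol/kg CDDO-Im, 59 (18.2%) were above 1.25-fold of vehicle with D3T and 243 (74.8%) lay within 1.25-fold in either direction. Pfkfb3 stood at a log2 change of −0.04 (adjusted p = 0.98) and Upp2 at 0.14 (adjusted p = 0.89) with D3T. The difference between the compounds had passed for both. Usp2 stood at 1.10 (adjusted p = 0.56) with D3T, and its difference between the compounds was 2.58 (adjusted p = 0.038). This call ended without any 1 of 5 of the 8 mice and with no expression minimum. Among the detoxification genes of this cluster, Srxn1 stood at −0.02 (adjusted p = 0.98) and Ephx1, the microsomal epoxide hydrolase, at 0.35 (adjusted p = 0.18) with D3T, with differences of 0.58 (adjusted p = 0.054) and 0.23 (adjusted p = 0.29). That of Srxn1 passed with a minimum of log2 6, either further normalization, arrayWeights or a fit to these groups alone. A gene was placed in this cluster when D3T did not pass the Wilcoxon test, which 1 overlapping mouse is enough to prevent. From the share of Nrf2-dependent genes in meta cluster 3, the paper concludes that CDDO-Im activates Keap1-Nrf2 signaling more selectively than D3T.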

The 649 Nrf2-dependent genes from meta cluster 3, along with the Nrf2-dependent genes from meta cluster 1, were analyzed for functional pathway enrichment using IPA (Fig. 4A). 

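Regulators of lipid metabolism were higher at 10 μmol/kg CDDO-Im in Wt liver. Lpin1, a phosphatidate phosphatase and coactivator, was higher by a log2 fold change of 2.55 (standard error 0.48, adjusted p = 0.00051), and the nuclear receptor Ppara, the main activator of fatty acid oxidation genes, by 1.03 (standard error 0.22, adjusted p = 0.0016). Of the 6 genes of Fig. 4B, 4 were higher and none was lower (5 when adjusted over the list alone, camera adjusted p = 7.5e-05, and adjusted p = 0.044 with an estimated correlation). The other called genes were Ppargc1b, at 1.16 (adjusted p = 0.026), and Klf13, at 0.87 (adjusted p = 0.010). The study chose these 6 genes on these mice, so that their direction is not independent evidence. Pparg, the receptor of fat storage, stood at −0.10 (adjusted p = 0.86), and Ppargc1a did not pass either. In a wider list of 19 measured genes of β-oxidation, 4 were lower, 1 was higher and 14 did not pass (camera adjusted p = 0.93, median 0.00). The lower ones were Pdk4, the lipid droplet proteins Plin5 (−1.14, adjusted p = 0.00016) and Plin2 (−0.77, adjusted p = 0.0023), and Cpt2, which releases acyl-CoA in mitochondria (−0.46, adjusted p = 0.0052). The higher one was the fatty acid hydroxylase Cyp4a14 (1.51, adjusted p = 0.035).

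The response differed between Wt and Nrf2-null liver by 1.61 (standard error 0.31, adjusted p = 0.0021) for Ppara and 2.47 (standard error 0.68, adjusted p = 0.029) for Lpin1, and 3 of the 6 regulators passed as higher in Wt (camera adjusted p = 0.00038, and adjusted p = 0.077 with an estimated correlation). With D3T, Lpin1 stood at 1.14 (adjusted p = 0.18) and Ppara at 0.44 (adjusted p = 0.28). The clock score was higher in the same mice, as given for the genes shared by both compounds. With it as a covariate, chosen after seeing the data, the changes were 1.70 for Lpin1 and 0.16 for Ppara, and no call of the regulators or of the β-oxidation genes at 10 μmol/kg held. The call of Klf13 ended without Wt CDDO-Im 10 replicate 4, that of Ppargc1b without each of Wt vehicle replicates 2 and 3 and Wt CDDO-Im 10 replicates 2 and 4 and that of Cyp4a14 without any 1 of 5 of the 8 mice. Those of Ppargc1b and Cyp4a14 ended as well with no expression minimum and in a fit to these groups alone. The genotype difference of Lpin1 lost its call without each of Wt vehicle replicates 1 and 2, Wt CDDO-Im 10 replicates 1 and 4, Nrf2-null vehicle replicates 1 and 3 and Nrf2-null CDDO-Im 10 replicates 1 and 4, in these 2 settings and with arrayWeights.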

The pathway most enriched by these genes was lipid metabolism. To independently confirm this observation, we measured RNA transcripts of selected genes encoding top-level transcription factors and coactivators of lipid metabolism and *β*-oxidation (Fig. 4B). By qPCR, peroxisome proliferator *α* (*Ppara*), lipin 1 (*Lpin1*), Kruppel-like factor 13, and peroxisome proliferator *γ* coactivator 1*β* (*Pgc1b*) were all uniquely regulated by CDDO-Im. Based on the results of Figs. 1 and 2, we were surprised to observe that 30 *μ*mol/kg b.wt. CDDO-Im treatment did not increase the RNA expression of the lipid metabolic regulators to a level greater than the response to 10 *μ*mol/kg b.wt. CDDO-Im (Fig. 4B). This altered RNA dose response was also observed for many other genes, including the top 20 upregulated genes of meta cluster 3 (Table 4). 

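Usp2 was 12.84-fold of vehicle at 10 μmol/kg CDDO-Im, 1.0-fold at 30 and −1.43-fold at 3, where a negative fold is the inverse of a decrease. Trib3 was 6.49-fold at 10, 1.41-fold at 30 and 1.25-fold at 3 μmol/kg. Pfkfb3 was 4.78-fold at 10 and 1.45-fold at 30, and Upp2 3.91-fold at 10 and −2.06-fold at 30. The RNA-binding protein Syncrip was 2.74-fold at 10 and 2.31-fold at 30, a dose at which its probe sets were called in opposite directions. For all 19 genes of Table 4 the fold on the probe set named there was largest at 10 μmol/kg, for 7 it was still above 1.5-fold at 30 and for 5 it was below vehicle at 30. The 4 mice at 10 μmol/kg were all above the 4 vehicle mice for 18 of the 19 genes (exact two-sided permutation test, p = 0.029), and for Wee1, a kinase of the cell cycle that the clock controls, the exact p was 0.057. The study chose these genes for their fold at 10 μmol/kg in the same mice, so that the comparison with the other doses is not independent of that choice.

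The clock score of the Wt mice was likewise highest at 10 μmol/kg. It was −2.78 ± 0.22 (SD, n = 4) at 3 μmol/kg, 2.3 to 3.99 in the 4 mice at 10 μmol/kg, and −2.37 ± 0.12 at 30 μmol/kg. At 30 μmol/kg Dbp stood at −0.13 (adjusted p = 0.96) and Arntl at −0.33 (adjusted p = 0.75), and none of the 12 clock genes passed limma (0 at an unadjusted p under 0.05), apart from Arntl in a fit to these groups alone. On other kept probe sets Hlf was lower by −0.90 (adjusted p = 0.011) and Clock by −0.46 (adjusted p = 0.037). On the probe set of highest mean, Marveld1 (−1.19-fold), Vps13a (−1.45-fold) and Clip1 (−1.11-fold) were below vehicle at 10 μmol/kg. The fold fell there by more than 1.5 times also for Krit1 (1.04-fold), Syncrip (1.1-fold), Prrc2c (1.24-fold), Nabp1 (1.32-fold), Chd2 (1.39-fold) and Slc7a2 (2.26-fold).

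**Figure D3:**
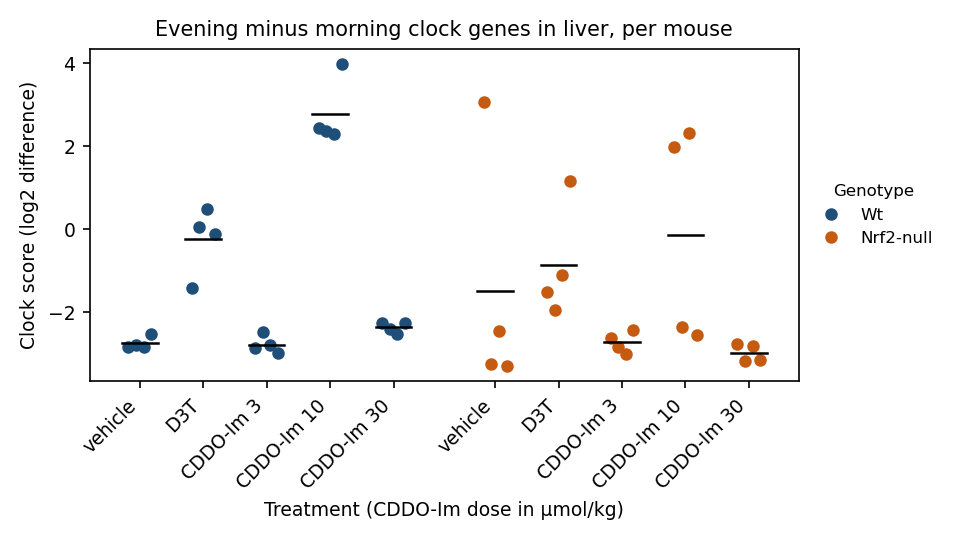
Clock score of each mouse (mean log2 of 7 evening genes minus that of 5 morning genes), 1 point per mouse, 4 per group, lines at the group means, by treatment and genotype. The 4 Wt mice at 10 μmol/kg CDDO-Im lie at 2.3 or above.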

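At 30 μmol/kg CDDO-Im, 6 of the 7 evening clock genes were lower and the 5 morning genes higher than at 10 μmol/kg (camera adjusted p = 5.4e-05, and adjusted p = 0.29 with an estimated correlation, and camera adjusted p = 1.9e-06, and adjusted p = 0.13 with an estimated correlation). Of the 27 detoxification genes 10 were higher and none was lower (camera adjusted p = 4.1e-09, and adjusted p = 0.039 with an estimated correlation), and of the 6 lipid regulators 4 were lower (camera adjusted p = 0.0093, and adjusted p = 0.29 with an estimated correlation). Of the 19 genes of β-oxidation 2 were higher and 6 lower (camera adjusted p = 0.40). From 10 to 30 μmol/kg, Dbp was lower by a log2 difference of −6.96 (standard error 1.24, adjusted p = 0.00022), Usp2 by −3.68 (adjusted p = 0.0036), Upp2 by −2.99 (adjusted p = 1.1e-06) and Lpin1 by −1.75 (adjusted p = 0.0092). Arntl and Pdk4 were higher by 3.56 (adjusted p = 0.00025) and 2.77 (adjusted p = 0.0036). Ppara was lower by −0.60, which did not pass (adjusted p = 0.052) except without Wt CDDO-Im 10 replicate 1, with a minimum of log2 6, with arrayWeights and in a fit to these groups alone. Nqo1 and Cbr3 were higher at 30 than at 10 μmol/kg by 1.78 (standard error 0.32, adjusted p = 0.00021) and 5.12 (adjusted p = 3.4e-10). Against vehicle, none of the 6 lipid regulators passed limma at 30 μmol/kg (0 at an unadjusted p under 0.05), with Lpin1 at 0.80 (adjusted p = 0.23) and Ppara at 0.43 (adjusted p = 0.15), which passed with centring and in a fit to these groups alone. Of the 19 genes of β-oxidation, 5 were lower than with vehicle at this dose and none was higher (camera adjusted p = 0.39), among them Cyp4a14 by −3.73 (adjusted p = 7e-06) and the thioesterase Acot1 by −1.58 (adjusted p = 0.0019).

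Of the Nrf2-dependent genes of meta cluster 3, 76.1% had their largest change at 10 μmol/kg, 153 (19.7%) at 30 and 33 (4.24%) at 3 μmol/kg. The cluster was defined by the response of the mice at 10 μmol/kg, which also enter this ranking. By limma 1888 genes differed between 30 and 10 μmol/kg, 509 higher and 1379 lower at 30, and with arrays centred on their medians 58.1% of the calls were higher instead of 27.0%. With the clock score as a covariate, chosen after seeing the data, 31 genes differed, and the differences in Dbp, Usp2, Lpin1, Arntl and Pdk4 no longer passed.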

Of the 649 Nrf2-dependent genes in meta cluster 3, the expression of 514 genes (79%) achieved maximal induction or repression in response to 10 *μ*mol/kg b.wt. CDDO-Im. Only 26 (4%) and 109 (17%) of these Nrf2-dependent genes reached maximal response by 3 or 30 *μ*mol/kg b.wt. CDDO-Im, respectively.

**Fig. 4.**
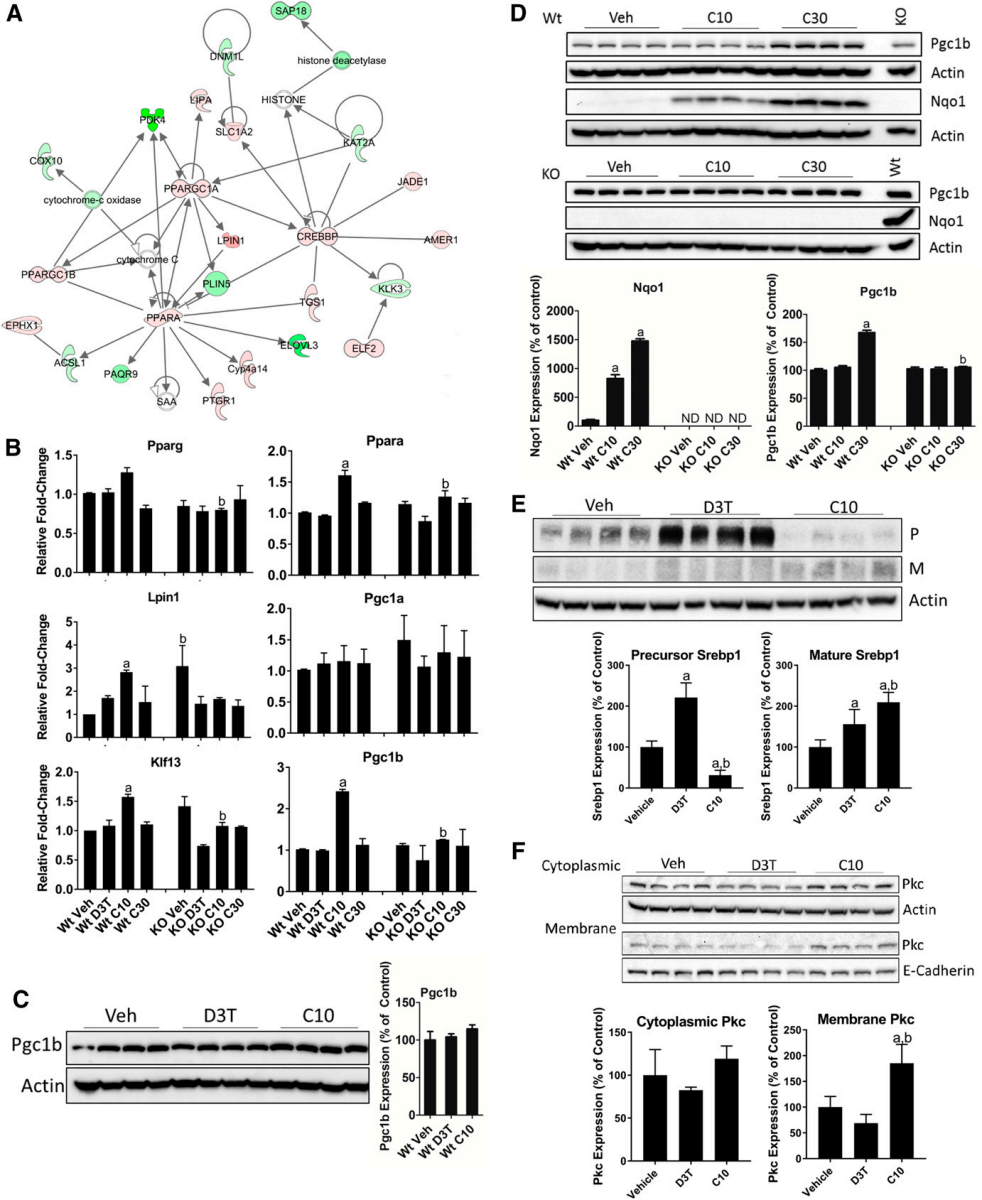
CDDO-Im selectively regulates lipid metabolism. (A) IPA of Nrf2-dependent genes unique to CDDO-Im (meta cluster 3, Table 2) combined with the common response genes (meta cluster 1, Table 2) identified the lipid metabolism pathway. Red nodes are upregulated, green nodes are downregulated, and the color intensity of each node indicates the magnitude of regulation as determined by microarray. (B) Measurement by qPCR of levels of RNA of the indicated genes. Animals were treated as described in the *Materials and Methods* with doses of 300 *μ*mol/kg b.wt. D3T or 3, 10, or 30 *μ*mol/kg b.wt. CDDO-Im. Values are expressed as the average fold-change ± S.E.M. in the liver of Wt or Nrf2-null (KO) mice (*n* = 2 independent experiments of four animals/treatment group per genotype each). Expression of *Gapdh*, which was unchanged by treatment or genotype, was used for normalization. Results were analyzed using a two-way ANOVA followed by Tukey’s multiple-comparisons test. ^a^*P* < 0.05 relative to the Wt vehicle; ^b^*P* < 0.05 relative to the Wt sample of the matching treatment and dose. (C) PGC1B expression in 50 *μ*g total liver protein from Wt mice treated with 300 *μ*mol/kg b.wt. D3T or 10 *μ*mol/kg b.wt. CDDO-Im. *β*-actin, which was unchanged by treatment or genotype, was used as a loading control. Values are expressed as the average percentage of the Wt vehicle control, which was set to 100% ± S.D. in the liver of Wt mice (*n* = 4/treatment group). Results were analyzed using a one-way ANOVA. (D) PGC1B and NQO1 expression in 50 *μ*g total liver protein from Wt or Nrf2-null mice treated with 10 or 30 *μ*mol/kg b.wt. CDDO-Im. *β*-actin, which was unchanged by treatment or genotype, was used as a loading control; data were normalized to a common sample loaded on both gels to allow for comparisons between genotypes. A sample from the 30 *μ*mol/kg b.wt. CDDO-Im–treated Wt tissue, labeled “Wt,” was loaded on the KO gels to serve as an NQO1 antibody detection control. Values are expressed as the average percentage of the Wt vehicle control, which was set to 100% ± S.D. in the liver of Wt or Nrf2-null (KO) mice (*n* = 4/treatment group per genotype). Results were analyzed using a one-way ANOVA followed by Dunnett’s multiple-comparisons test (NQO1) or by two-way ANOVA followed by Tukey’s multiple-comparisons test (PGC1B). ^a^*P* < 0.05 relative to the Wt vehicle (Veh); ^b^*P* < 0.05 relative to the Wt sample of the matching treatment and dose. (E) SREBP1 expression) in 50 *μ*g total liver protein from Wt mice treated with 300 *μ*mol/kg b.wt. D3T or 10 *μ*mol/kg b.wt. CDDO-Im. *β*-actin, which was unchanged by treatment, was used as a loading control. Values are expressed as the average percentage of the Wt vehicle control, which was set to 100% ± S.D. in the liver of Wt mice (*n* = 4). Results were analyzed using a one-way ANOVA followed by Tukey’s multiple-comparisons test. ^a^*P* < 0.05 relative to the vehicle; ^b^*P* < 0.05 relative to the D3T-treated sample. (F) Localization of PKC in 50 *μ*g cytoplasmic or membrane liver protein fractions from Wt mice treated with 300 *μ*mol/kg b.wt. D3T or 10 *μ*mol/kg b.wt. CDDO-Im. *β*-actin and E-cadherin, which were unchanged by treatment, were used as loading controls and specific markers of cytoplasmic and membrane fractions, respectively. Values are expressed as the average percentage of the vehicle control, which was set to 100% ± S.D. (*n* = 4). Results were analyzed using a one-way ANOVA followed by Tukey’s multiple-comparisons test. ^a^*P* < 0.05 relative to the vehicle; ^b^*P* < 0.05 relative to the D3T-treated sample. ANOVA, analysis of variance; *Gapdh*, glyceraldehyde 3-phosphate dehydrogenase; KO, knockout; M, mature form; ND, no protein was detected above background; P, precursor; Veh, vehicle.

**TABLE 4:** CDDO-Im RNA expression dose response for the highest expressing Nrf2-dependent meta cluster 3 genes

Probe Set Identifier	Gene Symbol	Fold-Change		
		C3	C10	C30
1417168_a_at	*Usp2*	−1.43	12.84	1.00
1456225_x_at	*Trib3*	1.25	6.49	1.41
1416432_at	*Pfkfb3*	−1.45	4.78	1.45
1451548_at	*Upp2*	−1.14	3.91	−2.06
1452026_a_at	*Pla2g12a*	1.30	3.83	−1.01
1448667_x_at	*Tob2*	1.67	3.56	1.77
1450703_at	*Slc7a2*	1.09	3.53	1.45
1416773_at	*Wee1*	−1.23	3.28	1.15
1445843_at	*Chd2*	2.24	3.20	2.07
1449409_at	*Sult1c2*	1.31	3.17	−1.78
1460521_a_at	*Obfc2a*	1.20	3.07	1.91
1428730_at	*Krit1*	2.54	2.92	1.92
1454617_at	*Arrdc3*	1.08	2.89	−1.40
1451716_at	*Mafb*	1.43	2.86	1.18
1421852_at	*Kcnk5*	1.63	2.78	1.11
1436830_at	*Marveld1*	1.03	2.78	−1.15
1450743_s_at	*Syncrip*	1.80	2.74	2.31
1440146_at	*Vps13a*	1.19	2.72	1.39
1429432_at	*Bat2d*	1.76	2.63	2.01
1431098_at	*Clip1*	2.01	2.63	2.16

Because *Pgc1b* was clearly unique to CDDO-Im and had previously been reported to be transcriptionally regulated by Nrf2 (Chorley et al., 2012), we examined PGC1B protein expression in the liver of Wt mice treated with equally efficacious doses of D3T and CDDO-Im. Surprisingly, PGC1B protein levels were not altered by either D3T or CDDO-Im (Fig. 4C). To further explore dose-response relationships of this cluster, we evaluated the expression of PGC1B protein in mouse liver treated with 10 or 30 *μ*mol/kg b.wt. CDDO-Im (Fig. 4D). Despite our observations that *Pgc1b* RNA expression reached a maximal response to 10 *μ*mol/kg b.wt. CDDO-Im, 30 *μ*mol/kg b.wt. CDDO-Im treatment led to the enhanced induction of PGC1B protein expression above that which would have been expected based on the RNA response to a lower CDDO-Im dose. Although this observation is not fully understood, previous reports suggest that oxidizing intracellular conditions result in markedly impaired mRNA translation, through the inhibition of elongation factor 2, which can be rescued through supplementation with antioxidants (Chio et al., 2016). The ability of CDDO-Im to potently and selectively regulate Nrf2-dependent antioxidant functional pathways may result in enhanced mRNA translation. Due to enhanced protein expression, these data support the continued use of 30 *μ*mol/kg b.wt. CDDO-Im for future cancer chemoprevention and lipid metabolic studies.

The induction of lipid metabolic pathways in response to CDDO-Im is consistent with the isoform-specific activity of Srebp1c, which is known to transcriptionally regulate genes involved in these pathways (Horton et al., 2002). We measured SREBP1C expression in the liver of D3T– and 10 *μ*mol/kg b.wt. CDDO-Im–treated Wt mice (Fig. 4E). In agreement with the CDDO-Im–mediated induction of lipid metabolic regulators, we observed significantly elevated levels of the mature form of SREBP1C in response to CDDO-Im relative to the levels observed in response to D3T.

In addition to SREBP1C, upstream activation of PKC has also been demonstrated to mediate both SREBP1C and PPARA activity to further drive metabolic flux toward lipogenic programs (Gray et al., 2005; Yamamoto et al., 2010). Because PKC localization to the plasma membrane is a reliable marker for its activity (Mochly-Rosen, 1995), we measured the enrichment of PKC in the cytoplasmic and membrane fractions in the liver of Wt mice treated with 300 *μ*mol/kg b.wt. D3T or 10 *μ*mol/kg b.wt. CDDO-Im (Fig. 4F). We observed significantly elevated PKC levels in the membrane fraction only in response to CDDO-Im, suggesting that CDDO-Im–mediated activation of PKC, in combination with its effects on NRF2 and PPARA, may contribute to the treatment-specific regulation of lipid metabolic pathways.

## Discussion

We systematically compared the pharmacodynamics of two Nrf2 chemical activators, D3T and CDDO-Im, and defined the gene regulatory responses elicited by each compound. D3T and CDDO-Im are prototypes of the dithiolethione and synthetic triterpenoid classes of Nrf2-activating agents, respectively. Previous reports have suggested that different Nrf2-activating mechanisms may lead to distinct gene responses (Tran et al., 2009; Yates et al., 2009; To et al., 2015). Due to the presence of unique pharmacophores, we hypothesized that D3T and CDDO-Im may lead to the regulation of treatment-specific gene sets and functional pathways, potentially facilitating or confounding the therapeutic efficacies of these compounds. Inherent differences in potency across Nrf2-activating compounds have made direct comparisons between chemical classes problematic. Moreover, differences in drug disposition can potentially lead to differences in the duration of Nrf2 activity, resulting in unique Nrf2-dependent signaling events. To efficiently assess the fundamental pharmacodynamics of D3T and CDDO-Im, we minimized these variables by establishing equally efficacious doses of each compound and by administering the treatments intermittently over several doses to provide a consistent level of Nrf2-activity. Based on the response of well characterized Nrf2 targets, this experimental design appeared to lessen differences in potency and the resulting duration of Nrf2 activation. As expected, genes involved in the Nrf2 antioxidant response were commonly regulated by equally efficacious doses of D3T and CDDO-Im to a similar effect.

Remarkably, we observed unique Nrf2-dependent gene subsets regulated by each treatment that were associated with enrichment of different lipid metabolic processes. D3T enriched cholesterol metabolism, while CDDO-Im enriched lipid synthesis and *β*-oxidation pathways. Because both compounds target Keap1, the mechanism underlying this treatment-specific gene regulation is unclear.

Initially, we had hypothesized that distinct sites of Keap1 cysteine modification could result in treatment-specific gene regulation. In the yeast, Yap1 cysteine residues are differentially modified in the presence of different compounds, resulting in treatment-specific gene regulation (Ouyang et al., 2011). Indeed, early reports on the regulation of Keap1/Nrf2 by site-directed mutagenesis studies using zebrafish reported preferential modification of Keap1 Cys151 by D3T, while CDDO-Im targeted Cys273 and Cys288 (Takaya et al., 2012). Recent reports, however, indicate that Keap1 Cys151 is the preferred target for both D3T and CDDO-Im (Saito et al., 2015). It is noteworthy that this study used site-directed mutagenesis to establish the requirement of Keap1 cysteine residues for the stabilization of total Nrf2 protein, not nuclear Nrf2 protein accumulation or gene transcription. Thus, although it seems likely that Nrf2-activating agents elicit unique gene responses independent of Keap1, further study of this topic appears warranted.

An alternative explanation and emerging concept in the regulation of metabolic networks is the role of coactivators and corepressors in coordinating the activities of multiple nuclear receptors and their functions (Lin et al., 2005; Kriebs et al., 2017). In relation to the D3T- and CDDO-selective enrichments observed here, the potential for differential regulation of SREBP isoforms may be important. SREBP1C, the predominant isoform in adult mouse liver, preferentially regulates genes required for fatty acid synthesis, including the rate-limiting enzyme in triglyceride and phospholipid synthesis glycerol-3-phosphate acyltransferase. SREBP2, however, is a preferential regulator of cholesterol biosynthesis genes (Horton et al., 2002). Selective regulation of these SREBPs in response to D3T and CDDO-Im represents a plausible mechanism whereby Nrf2-activating agents may exert unique effects on gene transcription and pathway regulation. To test this hypothesis, we attempted to measure SREBP2 RNA and protein expression in D3T-treated mouse liver. Despite attempts with two different SREBP2 antibodies, we failed to detect SREBP2 protein and did not observe any change in *Srebp2* RNA expression in response to either treatment (data not shown).

In contrast to our findings, previous reports evaluating the effect of D3T in the liver of rodents have observed repressed *Srebp* expression, indicating a likely downregulation of downstream SREBP transcriptional targets (Kwak et al., 2003; Huang et al., 2006). We believe that differences in the experimental designs of these studies could account for such effects. Kwak et al. (2003) treated mice with D3T for 24 hours with a dose 1.5 times greater than what was used here, which likely represents an acute, maximally tolerated dose of D3T rather than the intermittent therapeutic dose used here. Huang et al. (2006) treated rats with D3T, suggesting species differences. For example, D3T treatment in rats repressed *Insig1*, a known mediator of SREBP stability, indicating that the effect of D3T on *Srebp* gene expression may not be reflected in SREBP protein levels or activity (Huang et al., 2006). Moreover, chronic treatment of both rats and dogs with oltipraz, a substituted analog of D3T, resulted in significantly elevated total cholesterol (Crowell et al., 1997). Although the effects of D3T and Nrf2 on cholesterol metabolism are complex, we believe that this previously reported observation of elevated cholesterol in vivo lends support to our observations that D3T may act to upregulate the cholesterol biosynthetic pathway.

In contrast to D3T, we observed upregulation of several top-level transcription factors and coactivators of lipid metabolism in response to CDDO-Im, indicating that CDDO-Im may affect lipid metabolism through the unique regulation of alternative transcriptional and signaling pathways beyond Keap1/Nrf2. As a key regulator of lipid metabolic genes, regulation of SREBP1C in response to CDDO-Im could account for these observations. We observed a significant upregulation of the mature protein form of SREBP1C in response to both treatments, albeit the expression of mature SREBP1C was significantly higher in the liver of CDDO-Im–treated mice relative to those treated with D3T. Furthermore, we also observed the activation of PKC only in response to treatment with CDDO-Im. The unique regulation of PKC is particularly interesting because PKC directly phosphorylates Nrf2 (Huang et al., 2002; Bloom and Jaiswal, 2003) and PKC signaling appears to enhance the activity of SREBP1C and PPARA, both of which contribute to the lipid metabolic programs regulated by CDDO-Im (Gray et al., 2005; Yamamoto et al., 2010). In addition to these effects, CDDO-Im is also a direct PPARG agonist (Place et al., 2003) and a regulator of PPARG coactivators such as *Pgc1b*. Thus, in considering the effects of CDDO-Im, one must understand the Nrf2-dependent gene regulatory effects as well as other drug-related activities. Although the regulation of these additional signaling pathways does not mechanistically link them to the unique regulation of lipid metabolism by CDDO-Im, it does allude to the potential importance of non-Nrf2 signaling modifiers and their effects on Nrf2-mediated gene regulatory outcomes. The identity and contributions of such signaling pathways on Nrf2-dependent gene transcription is an area that warrants more investigation.

Several studies have shown that Nrf2 negatively regulates fatty acid and triglyceride metabolism, with the absence of Nrf2 being associated with increased liver lipid accumulation (Chowdhry et al., 2013; Okada et al., 2013). These results are consistent with the beneficial effects of Nrf2 activation in the prevention of type 2 diabetes and metabolic disease (Shin et al., 2007; Tanaka et al., 2008; Chartoumpekis et al., 2011; Slocum et al., 2016). It is plausible that activation of Nrf2 provides protection against these diseases through the antagonism of fatty acid synthesis via transcriptional repression of both fatty acid synthase and acetyl-CoA carboxylase 1 (Shin et al., 2007). In addition, enhanced *β*-oxidation may account for reduced lipid accumulation in response to Nrf2 activation. We observed repressed acetyl-CoA carboxylase 2 (data not shown) and elevated *Ppara* expression in response to CDDO-Im treatment, both reliable biomarkers of elevated *β*-oxidation (Desvergne and Wahli, 1999; Chartoumpekis and Kensler, 2013). We also observed unique regulation of Pgc1b in the presence of CDDO-Im, which coactivates PPARA and contributes to enhanced *β*-oxidation and resistance to obesity (Kamei et al., 2003). Taken together, these data provide a weight of evidence supporting the beneficial effects of CDDO-Im to prevent high-fat diet–induced obesity (Shin et al., 2009; Slocum et al., 2016).

This study clearly demonstrates that two chemically distinct Nrf2 activators (D3T and CDDO-Im) regulate both common and unique genes, proteins, and pathways in the mouse liver. In addition to Nrf2-mediated chemical-specific targets, we also observed chemical-selective activation of additional signaling pathways. Future studies are necessary to understand the integration of signaling pathway cross-talk and coactivator/corepressor function into the key metabolic pathways that are regulated in a chemical-selective Nrf2-dependent manner. Without further knowledge of the effects identified in this study, the field of Nrf2 drug development will be limited to studies of individual compounds rather than mechanism-based chemical classes. The ongoing clinical use of Nrf2 activators for prophylactic and therapeutic applications underscores the importance of understanding the chemical-selective responses observed here.

## Abbreviations

aRNA: amplified RNA
CDDO-Im: 1-[2-cyano-3,12-dioxooleana-1,9(11)-dien-28-oyl]imidazole
D3T: 3*H*-1,2-dithiole-3-thione
DAVID: Database for Annotation, Visualization and Integrated Discovery
GST: glutathione *S*-transferase
IPA: Ingenuity Pathway Analysis
KEGG: Kyoto Encyclopedia of Genes and Genomes
LSS: lanosterol synthase
NQO: NAD(P)H:quinone oxidoreductase
Nrf2: NF-E2-related factor 2
PKC: protein kinase C
qPCR: quantitative polymerase chain reaction
SREBP: sterol regulatory element-binding protein
Wt: wild type.

How the deposited data were processed for this re-analysis (not part of the article)

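Liver RNA of 40 male mice was measured, 4 Wt and 4 Nrf2-null mice for each of 5 treatments: vehicle, 300 μmol/kg D3T, and 3, 10 or 30 μmol/kg CDDO-Im. Each mouse had its own Affymetrix array. Genotype, treatment and replicate number were taken from the sample labels, which give an animal number for each mouse, and all 40 arrays were used. The values are log2 intensities of 45037 probe sets per array that the authors computed with GCRMA, which adjusts the background by the GC content of the probes, normalizes quantiles between arrays and summarizes each probe set by median polish. The version of GCRMA and the set of arrays normalized together are not given in the sources used here. The present calls of MAS5 and the 1.5-fold filter that the authors applied later are not part of these values. No coordinates are given, since the array files name no genome build.

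Gene symbols came from the annotation of the array platform. Of the probe sets, 34945 carried 1 symbol, 932 carried several and 9160 had no listed gene here; 34741 of the first were matched by gene identifier to the mouse annotation of assembly GRCm38.p6, which changed 0 of the symbols. No gene was named from a probe set with several symbols. A probe set was kept at log2 4 or more on at least 3 arrays of any group, which replaced the present calls and left 18935 probe sets, 16472 of them with 1 symbol. A gene was represented by the kept probe set of highest mean over the 40 arrays, which gave 9695 genes, 4125 of them with more than 1 kept probe set. Kept probe sets of a gene were called in opposite directions for 1 gene with D3T, 33 at 10 μmol/kg and 52 at 30 μmol/kg CDDO-Im in Wt liver, and for 38 genes between 10 μmol/kg CDDO-Im and D3T. In Nrf2-null liver this was so for 4 genes with D3T and for 0 at 10 μmol/kg CDDO-Im. For the difference between genotypes it was so for 0 genes with D3T and for 12 at 10 μmol/kg.

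Changes were tested with limma 3.58.1 and statmod 1.5.0 in R 4.3.3, in 1 fit over the 10 groups with eBayes, a trend of the variance on the mean and robust variances. The comparisons were each treatment against the vehicle of its genotype, 10 and 30 μmol/kg CDDO-Im against D3T and against each other in Wt liver, Nrf2-null against Wt vehicle, and the difference between genotypes in the response to D3T and to 10 and 30 μmol/kg CDDO-Im. The p-values were adjusted by Benjamini and Hochberg over the genes of 1 comparison, with a threshold of 0.05. Lists of genes were tested with camera at a preset correlation of 0.01, with an estimated correlation beside it and with fry as an alternative, and counts of members were also adjusted over the list alone. There were 29 lists with 302 entries for 268 different genes, of which 211 were measured. They hold detoxification, NADPH supply, cholesterol and fatty acid synthesis, other Srebf2 targets, β-oxidation, lipid regulators, evening and morning clock genes, fasting and feeding, bile acids, cytochromes of CAR and PXR, targets of the aryl hydrocarbon receptor, stress, glucocorticoid response, the acute phase, the cell cycle, male-biased and female-biased genes, and markers of hepatocytes, Kupffer cells, lymphocytes, stellate, endothelial and bile duct cells, exocrine pancreas and red blood cells. The lists of lymphocytes, exocrine pancreas and red blood cells had 1 measured member each and were not tested as lists.

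The clusters of Table 1 and Table 2 followed the procedure of the study: a 1.5-fold minimum, a Kruskal-Wallis test over the 5 Wt groups with 1000000 permutations at a false discovery rate of 5%, and exact Wilcoxon tests in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. The expression minimum was taken over the Wt groups there, which left 9605 genes. For a gene with several probe sets the one with the smallest sum of the 3 pairwise p-values was used, a departure from the paper, which states that those with the largest number of smallest pairwise p-values were kept. A response counted as dependent on Nrf2 when the Wt and Nrf2-null mice of the treatment differed by the exact Wilcoxon test or when the folds of the genotypes, each against its own vehicle, differed by 30%, taken as a ratio of 1.3. The paper's text does not name which Wt groups entered the Kruskal-Wallis test. Single genes were also compared with exact two-sided permutation tests of 4 mice against 4, and plots were drawn with Matplotlib 3.10.9.

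The genes named in the text were set by a rule fixed in advance. For each main comparison these were the 8 called genes with the largest rise and the 8 with the largest fall among those whose mice did not overlap between the groups, with no such requirement for the differences between genotypes, every gene the study names for the arrays or for qPCR of the same RNA, and 2 to 4 members of each list with the called ones of largest change first. The folds of Table 4, the bars of Fig. 2B, the arrows of Figs. 2A and 4A and the qPCR values of Figs. 3 and 4 had been seen when the rule was written. Genes outside the rule are named as chosen after their values were seen.

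The limma step was tested on simulated data for 10 μmol/kg CDDO-Im against vehicle in Wt liver, with 200 of 9695 genes changed. It recovered 66% of the genes changed 1.5-fold, 88% at 2-fold, 96% at 4-fold and 100% at 8-fold, with 7 false calls and 0 calls in a comparison without changes. The cluster step was tested on simulated data over 45037 probe sets, where 97, 48 and 39 of 100 genes changed 4-fold were recovered in meta clusters 1, 2 and 3. No pair of arrays held identical values, and arrays of a group correlated at 0.9586 to 0.9947. The labels call the arrays separate animals. With arrays the number of mice limits the precision, and an intensity near the expression minimum is close to background.

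The alternatives set in advance were no expression minimum, a minimum of log2 6, quantile normalization again, centring of each array on its median, no trend and no robust variances, arrayWeights, the replicate number as a block, a fit to the groups of the comparison alone, the probe set with the smallest p, an added 1.5-fold minimum and leaving out each mouse in turn. For the clusters these were a Kruskal-Wallis test on 3 groups, no 1.5-fold minimum, limma calls in place of the rank tests, each criterion of dependence alone, Nrf2-null folds against Wt vehicle and a limma test of the difference between genotypes. For the remaining results these were other probe sets, arithmetic means, another background of the enrichment and vehicle mice split between the compounds. A clock score as a covariate, lists, with a preset and an estimated correlation, and dependence without 1 mouse of the Nrf2-null D3T group, and dependence by the fold criterion with limma calls leaving out each mouse in turn were added after the data had been seen, as was the paper's rule for probe sets of a gene with ties settled by the sum. The pathway enrichment by Ingenuity and by DAVID, qPCR and immunoblots were not analysed here.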

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

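The tests of the animal numbers, of the clock state in Nrf2-null mice, of the clock score as a covariate, of the Nrf2-null D3T mouse and of the fed state with D3T were chosen only after the results had been seen.

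At 10 μmol/kg CDDO-Im in Wt liver, Dbp was higher by 6.83 on the log2 scale, Arntl was at −3.88 and 10 of 12 measured clock genes were called, genes that the paper does not discuss, while 1037 other genes were called at 10 and not at 30 μmol/kg. A feeding state that differed for this group is argued against by the genes that rise on feeding, with a median change of 0.03 (fasting genes 0.47, where Acacb and Ppargc1a, Pdk4 and Cyp4a14 were left out of the lists since the paper shows or names them). A time of day at collection that differed for this group is a candidate explanation, since it predicts calls of clock genes, and the paper's text does not name the time of day. It is also in line with the Nrf2-null mice, where the slope on the clock score had the sign of the Wt change for 86.5% of the 1037 genes (highest with permuted scores 87.8, median 47, permutation p = 0.009 with 1000 permutations, and 74.5 as the lowest without 1 mouse). A lasting response to this dose that needs Nrf2 cannot be told apart from a clock state, since the score differs by 5.53 between these groups of Wt mice: with the score as a covariate 0.386% of the genes (4) stayed called, while their median change went from 0.55 to 0.31 and its standard error from 0.15 to 0.2. By qPCR over independent experiments, the paper reports Ppara, Lpin1, Klf13 and Ppargc1b as regulated by CDDO-Im alone (Fig. 4B). A collection time that differed only for this group of mice would not account for a rise in the other experiment. The paper's text does not give the experiments apart.

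Genes of cholesterol synthesis were higher with D3T in Wt liver by a median of 0.96 and stood at −0.02 in Nrf2-null liver, where replicate 4 had a mean of log2 9.5 against 11.94 to 12.25 in the other 3 mice, with fatty acid synthesis genes at 10.79 (others 12.65 to 12.96) and acute phase genes at 14.08 (others 12.13 to 12.38). The range of animal numbers, which the mice at 30 μmol/kg CDDO-Im share, is argued against by a median at that dose of 0.03 of that with D3T. A fed state of the D3T mice is not excluded: it predicts the median of 0.86 for genes that rise on feeding, while a median of 0.41 for those that rise on fasting (camera adjusted p = 0.060) goes against it. The Nrf2-null mouse that stands apart may account for part of the pattern: without it the Nrf2-null median was 0.54 of the Wt median, 7 of 17 genes were called higher, and the genotype difference went from 1.01 to 0.37. A response that needs Nrf2 stays open for the remainder, for which camera without this mouse gave an adjusted p = 0.0016, and 0.52 with an estimated correlation. Why this mouse differed was not tested. By qPCR over independent experiments, the paper reports that D3T changes of genes of this pathway were reversed in Nrf2-null tissue (Fig. 3C). It also reports an Nrf2-dependent rise of LSS and CYP51 protein (Fig. 3E). This mouse alone would not account for such a result in the other experiment. These qPCR and protein values were not analysed here.

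At 30 μmol/kg CDDO-Im in Wt liver, 2019 genes were called lower and 272 higher, with a median of −0.16 over all genes. After each array was centred on its median, 544 were lower, at a ratio of lower to higher genes of 0.85. Centring takes out a shift of the median whatever its cause, so that this ratio does not test the cause. The authors' normalization between arrays stays open as an explanation of the excess of lower genes. A decrease of many transcripts at this dose stays open as well, since centring removes such a decrease too, and no table argues against either.

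Other splits of the same mice bear on whether chance can be excluded for the counts of called genes. Among 35 splits, chance was excluded where only 1, the real one, reached the count: D3T (410, highest other 2), CDDO-Im at 10 (1698, 12), 30 (2291, 58) and 3 μmol/kg (46, 43), 10 μmol/kg CDDO-Im against D3T (1809, 345), 30 against 10 μmol/kg (1888, 428), 30 μmol/kg against D3T (2967, 883) and Nrf2-null against Wt vehicle (1049, 227). In Nrf2-null liver it was not excluded for D3T, where 6 splits reached 397 (highest other 834), for 3 μmol/kg, where 2 reached 75, for 10 μmol/kg, where 8 reached 7 (379), or for 30 μmol/kg, where 6 reached 17 (387). Splits that call several times the real count point to a structure among the Nrf2-null mice other than the treatment. The paper does not analyse the 397 genes as a response of their own.

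The response to D3T differed between the genotypes for 7 genes by limma, and 18 of 100 splits reached that count (highest other 463). The response to 10 μmol/kg CDDO-Im differed for 524 genes, which 1 of 100 splits reached (highest other 176). That to 30 μmol/kg differed for 1154 genes, which 2 of 100 reached (highest other 1248). A split of these mice breaks up the treatment effects themselves and not only their difference between the genotypes. These splits therefore cannot decide whether chance explains any of these counts, and chance is not excluded by them. Of 12 measured acute phase genes, which the paper does not discuss, 6 were higher at 30 μmol/kg CDDO-Im in Wt liver.

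Dixon's test (critical value 0.829) on 7 measures in each of the 10 groups of 4 mice found a mouse far from its group in 11 of 70 tests, where chance gives about 1 in 20. The tests are not independent, and 3 of the 11 are of Nrf2-null D3T replicate 4, given above. The clock score was −2.54 in Wt vehicle replicate 4 (others −2.84 to −2.79), 3.99 in Wt CDDO-Im 10 replicate 4 (others 2.3 to 2.44) and 3.08 in Nrf2-null vehicle replicate 1 (others −3.31 to −2.46). The mean of the cholesterol synthesis genes was 11.07 in Wt CDDO-Im 3 replicate 1 (others 11.58 to 11.64), and that of the fatty acid synthesis genes was 12.06 in Wt D3T replicate 4 (others 12.53 to 12.61). The mean of the acute phase genes was 13.46 in Nrf2-null CDDO-Im 3 replicate 3 (others 11.65 to 11.78) and 12.38 in Nrf2-null CDDO-Im 10 replicate 1 (others 11.69 to 11.79). The median of the tested genes was 8.49 in Nrf2-null CDDO-Im 30 replicate 4 (others 8.42 to 8.43).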

How the results depend on the processing

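The clock score as a covariate, the fits of lists and of dependence without Nrf2-null D3T replicate 4, the probe set with the largest number of smallest pairwise p-values (which was another one for 17 of 2093 genes and left every count and share of the clusters within its limits), and the dependence by limma calls and the fold criterion leaving out each mouse were chosen only after the data had been seen; all other alternatives were set in advance, and none of those was left out. CDDO-Im 3, 10 and 30 stand for doses in μmol/kg, and counts are called genes in Wt liver against vehicle unless named otherwise. Of 2599 values of named genes under the alternatives set in advance, 2382 kept direction and side of the threshold, 165 no longer passed, 50 passed only there and 2 reversed; of 2656 values leaving out 1 mouse, 2274 kept both, 363 no longer passed, 19 passed only there and none reversed. Of the gene list tests without a minimum, 7 of 234 no longer passed and 23 passed only there, at log2 6 it was 3 and 4 of 225, with quantile normalization 7 and 2 of 234, with centring 6 and 8, with fry 28 and 7 and with an estimated correlation 41 and 0. Signal over background limits probe sets near the minimum of log2 4, whose changes are compressed. The cause of the shifts below was not tested, except where fewer mice, a further minimum or the choice of the smallest p leads to them by construction.

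With a 1.5-fold minimum added, which can only remove calls, the counts were 194 for D3T, 671 for CDDO-Im 10, 640 for CDDO-Im 30, 19 for CDDO-Im 3, 6.3e+02 for CDDO-Im 10 against D3T, 753 for CDDO-Im 30 against 10, 1116 for CDDO-Im 30 against D3T, 23 for Nrf2-null CDDO-Im 3, 164 for Nrf2-null D3T, 4 for Nrf2-null CDDO-Im 10, 10 for Nrf2-null CDDO-Im 30, 4 for the genotype difference for D3T, 331 for the genotype difference for CDDO-Im 10, 697 for the genotype difference for CDDO-Im 30 and 461 for Nrf2-null against Wt vehicle. With the probe set of smallest p, a choice that favors calls, they were 683 for D3T, 2634 for CDDO-Im 10, 226 for CDDO-Im 3, 2778 for CDDO-Im 10 against D3T, 349 for Nrf2-null CDDO-Im 3, 811 for Nrf2-null D3T, 147 for Nrf2-null CDDO-Im 10, 175 for Nrf2-null CDDO-Im 30, 33 for the genotype difference for D3T, 1306 for the genotype difference for CDDO-Im 10, 2003 for the genotype difference for CDDO-Im 30 and 1846 for Nrf2-null against Wt vehicle, and the difference in Gstm1 between CDDO-Im 10 and D3T turned to 0.606. With arrayWeights they were 1289 for D3T, 2679 for CDDO-Im 10, 512 for CDDO-Im 3, 541 for Nrf2-null CDDO-Im 3, 661 for Nrf2-null D3T, 613 for Nrf2-null CDDO-Im 10, 36 for Nrf2-null CDDO-Im 30 and 63 for the genotype difference for D3T. Without an expression minimum, where more genes are adjusted for, they were 243 for D3T, 24 for CDDO-Im 3, 43 for Nrf2-null CDDO-Im 3, 244 for Nrf2-null D3T, 4 for the genotype difference for D3T and 290 for the genotype difference for CDDO-Im 10, and with a minimum of log2 6 the count was 12 for Nrf2-null CDDO-Im 10. With quantile normalization again they were 1238 for CDDO-Im 30, 15 for Nrf2-null CDDO-Im 10, 42 for Nrf2-null CDDO-Im 30, 42 for the genotype difference for D3T and 663 for the genotype difference for CDDO-Im 30, and with centring 1181 for CDDO-Im 30, 137 for Nrf2-null CDDO-Im 3, 15 for Nrf2-null CDDO-Im 10, 34 for Nrf2-null CDDO-Im 30, 27 for the genotype difference for D3T and 617 for the genotype difference for CDDO-Im 30, with Apoa1 at CDDO-Im 30 turned to 0.017. Fitted to the groups of the comparison alone, limma gave 1 for CDDO-Im 3, 1 for the genotype difference for D3T, 266 for the genotype difference for CDDO-Im 10 and 244 for Nrf2-null against Wt vehicle, and 0 for Nrf2-null CDDO-Im 3, D3T, CDDO-Im 10 and CDDO-Im 30 (872, 808, 6.3e+02 and 5.9e+02 at an unadjusted p under 0.05). Without trend and robust variances the genotype difference for D3T was called for 2 genes.

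With the clock score as a covariate the counts were 249 for D3T, 33 for CDDO-Im 10, 942 for CDDO-Im 10 against D3T, 31 for CDDO-Im 30 against 10 and 304 for the genotype difference for CDDO-Im 10. The camera adjusted p went to 0.86 for the morning clock genes with D3T, 0.72 for the evening and for the morning genes at CDDO-Im 10, 0.64 for the evening genes between CDDO-Im 10 and D3T and 0.9 for their genotype difference, all with the direction reversed except for the morning genes at CDDO-Im 10. The score is built from the evening and morning lists, so that the loss of their calls is in part fixed by construction. For other genes the loss of calls cannot tell a treatment effect from a clock state, since the score differs between the Wt groups compared. At CDDO-Im 10 the changes of Chka (0.103), Npas2 (0.445), Per3 (−0.908), Ppargc1b (−0.322) and Usp2 (−0.445) reversed. Of these, Npas2 and Per3 belong to the score. The change of Usp2 from CDDO-Im 10 to 30 reversed as well (0.162). Of 290 values of named genes, 204 kept direction and side, 80 no longer passed and 6 reversed, and of 234 list tests 4 reversed, 11 no longer passed and 20 passed only there.

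With no 1.5-fold minimum the meta clusters held 513, 709 and 1728 genes, dependence on Nrf2 was 59.1% (D3T) and 66.5% (CDDO-Im 10) in meta cluster 1, 42.9% in 2 and 75.3% in 3, 71.7% of the dependent genes of meta cluster 3 had their largest response at 10 μmol/kg, and 24.5% and 12.6% of the dependent higher genes of meta clusters 2 and 3 were above 1.25-fold with the other compound. With limma calls meta clusters 1 and 2 held 106 and 143 genes, dependence was 90.6% for D3T in meta cluster 1 and 72.0% in 2, the share with the largest response at 10 μmol/kg was 81.9% and that above 1.25-fold in meta cluster 3 was 26.8%. With quantile normalization these last shares were 81.7% and 14.2%, and with the Kruskal-Wallis test on 3 groups the first was 88.0%. Dependence, in the same order, was 20.8%, 33.6%, 18.9% and 39.7% by the Wilcoxon criterion alone, 42.7%, 53.3%, 43.9% and 63.6% with Nrf2-null folds against Wt vehicle, and 0.73%, 23.0%, 1.32% and 37.6% by a limma test of the genotype difference, and by the fold criterion alone it was 88.5% in meta cluster 3. By the fold criterion without Nrf2-null D3T replicate 4 it was 47.8% in meta cluster 2. With vehicle mice split between the compounds, a median of 13.5 genes was higher and 3 lower with both, while the calls of each compound fell as well.

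With an estimated correlation the camera adjusted p was 0.07 for detoxification, 0.31 for cholesterol synthesis and 0.31 for fatty acid synthesis with D3T, 0.086 and 0.11 for the evening and morning clock genes at CDDO-Im 10, 0.33 for the acute phase at CDDO-Im 30 and 0.44 for the genotype difference of cholesterol synthesis with D3T, and none of these calls held. With fry the adjusted p was 0.093 for the acute phase and 0.18 for that genotype difference. On the probe set of highest mean the folds at 10 μmol/kg of Marveld1 (−1.19), Vps13a (−1.45) and Clip1 (−1.11) in Table 4 reversed.

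Leaving out 1 mouse gave counts of 144 to 353 for D3T, 1117 to 1718 for CDDO-Im 10, 1690 to 2358 for CDDO-Im 30, 11 to 102 for CDDO-Im 3, 1154 to 1794 for CDDO-Im 10 against D3T, 1334 to 1956 for CDDO-Im 30 against 10, 2323 to 3072 for CDDO-Im 30 against D3T, 16 to 344 for Nrf2-null CDDO-Im 3, 198 to 6.3e+02 for Nrf2-null D3T, 3 to 628 for Nrf2-null CDDO-Im 10, 8 to 58 for Nrf2-null CDDO-Im 30, 0 to 53 for the genotype difference for D3T, 277 to 738 for the genotype difference for CDDO-Im 10, 797 to 1298 for the genotype difference for CDDO-Im 30 and 581 to 1178 for Nrf2-null against Wt vehicle. For the genotype difference for D3T, 0 genes passed limma without each of Wt vehicle replicates 1 and 2, Wt D3T replicates 1 and 2 and Nrf2-null D3T replicate 2 (1128 to 1383 at an unadjusted p under 0.05), and leaving out each of the 16 mice except Wt D3T replicates 3 and 4 moved the count by over 1.5 times. Limma calls were used for the clusters, since Wilcoxon tests of 3 mice against 4 cannot go below 0.057. Without 1 of 12 Wt mice, meta clusters 1, 2 and 3 held 39 to 124, 60 to 156 and 817 to 1074 genes. Among the Nrf2-null mice, leaving out D3T replicate 4 gave the largest clusters, with 165, 188 and 1093 genes. Without 1 of 24 mice, dependence was taken by limma calls and the fold criterion. It was 69.3 to 92.6% (D3T) and 64.2 to 88.5% (CDDO-Im 10) in meta cluster 1, 53.7 to 81.7% in 2 and 80.2 to 94.8% in 3. Without Nrf2-null D3T replicate 4 the list of cholesterol synthesis and the 14 measured genes of Fig. 3 reversed to higher in Nrf2-null liver with D3T (camera adjusted p = 3.4e-09 and 3.9e-10, with an estimated correlation 0.22 and 0.21), and of 52 list tests 4 no longer passed and 7 passed only there.

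Replicates share a number across groups but do not pair: with the replicate block, limma called 0 genes for the genotype difference for D3T (1282 at an unadjusted p under 0.05) in place of 7, all other counts stayed within 1.5 times, and of 180 pairs of arrays with the same number 29 correlated above 0.1 (median 0.0039, other numbers −0.0025, range −0.32 to 0.37), and 8 of 40 arrays correlated best with their own number.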

Differences from the paper's values

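A count or share is called different here when the larger value is more than 1.5 times the smaller, a bar of Fig. 2B when it is also beyond the SD of the mice, and a fold of Table 4 when its direction differs or it is beyond that SD. By this limit 4 of 26 values of the text differed from those obtained here, as did 11 of 19 patterns of Table 1, 3 of 18 bars of Fig. 2B and none of 57 folds of Table 4. Values within the limit need not be equal: the paper gives 406 genes for meta cluster 1 and 274 were found here, 72 and 107 for the dependent genes of meta cluster 2 higher with D3T, and 109 and 153 for the dependent genes of meta cluster 3 with their largest response at 30 μmol/kg. For meta cluster 1 the count was beyond the limit with the Kruskal-Wallis test on 3 groups (257), a minimum of log2 6 (246) and limma calls (106). The alternatives were set before the data were examined. The thresholds are those the paper states, except that present calls were replaced by an intensity minimum and that the probe set of a gene was chosen by the sum of its pairwise p-values. With the paper's rule for probe sets, ties settled by that sum and chosen after the data had been seen, the same values and patterns were beyond the limit (148, 46, 43% and 59 for those of the text).

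In meta cluster 2 the paper gives 98 genes dependent on Nrf2 and 148 were found here. The count was within 1.5 times the paper's with Nrf2-null folds against Wt vehicle (100), with limma calls (103), with the Kruskal-Wallis test on 3 groups (131), with a minimum of log2 6 (137), by the fold criterion alone (139) or with quantile normalization again (141), and beyond it with no expression minimum (162), no 1.5-fold minimum (304), the Wilcoxon criterion alone (43) and the limma test of the genotype difference (3).

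Of the dependent genes of meta cluster 2 that were higher with D3T, the paper gives 18 above 1.25-fold with CDDO-Im and 47 were found here, and the count differed under each alternative (34 with limma calls to 49 with no 1.5-fold minimum). As a share, the paper gives 25% and 43.9% was found here. The share was within 1.5 times the paper's with no 1.5-fold minimum (24.5%), and beyond it with the Kruskal-Wallis test on 3 groups (42.4%), no expression minimum (40.3%), a minimum of log2 6 (44.4%), limma calls (45.9%) and quantile normalization (47.0%). Of the dependent genes of meta cluster 3 that were higher with CDDO-Im, the paper gives 37 above 1.25-fold with D3T and 59 were found here. The count was within 1.5 times the paper's with the Kruskal-Wallis test on 3 groups (55), a minimum of log2 6 (47) or quantile normalization (54), and beyond it with no expression minimum (60), no 1.5-fold minimum (60) and limma calls (109).

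In Table 1 each pattern gives, in order, D3T against vehicle, CDDO-Im against vehicle and CDDO-Im against D3T, with 2 for higher, 1 for no difference and 0 for lower. The paper's count and the count here were 13 and 60 for 2-1-1, 17 and 78 for 1-2-1, 8 and 54 for 1-1-2, 18 and 94 for 1-1-0, 42 and 186 for 1-0-1 and 8 and 47 for 0-1-1, and these differed under each of the 6 alternatives, which were the Kruskal-Wallis test on 3 groups, no expression minimum, a minimum of log2 6, no 1.5-fold minimum, limma calls and quantile normalization. They were 33 and 14 for 2-2-2, 33 and 19 for 2-2-0, 1777 and 573 for 1-1-1, 36 and 15 for 0-2-2 and 85 and 50 for 0-0-0 for the other differing patterns. Of these, 2-2-2 was within 1.5 times with quantile normalization (25), 2-2-0 was within 1.5 times with no 1.5-fold minimum (25), 1-1-1 was within 1.5 times with no 1.5-fold minimum (1457), 0-2-2 was within 1.5 times with no 1.5-fold minimum (43) or quantile normalization (26) and 0-0-0 was within 1.5 times with no 1.5-fold minimum (70), and each of them differed under the other alternatives.

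For Gsta2 the paper shows about 5.0-fold with D3T, about 5.0-fold at 10 μmol/kg CDDO-Im and about 12-fold at 30 μmol/kg in Fig. 2B, read by eye. Here the folds of the mean log2 values were 2.48, 2.52 and 4.24, and the means of the folds of the mice, as given for the bars above, were 2.52, 2.74 and 4.28. The former differed as well with quantile normalization again (2.44, 2.55 and 4.25) and with centring (2.45, 2.62 and 4.78).

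The paper states that CDDO-Im had no effect on Lss and Cyp51 at any dose by qPCR and classes both genes as unique to D3T. Here both were higher with 10 μmol/kg CDDO-Im by the exact Wilcoxon test and fell in meta cluster 1, while limma did not call them at that dose, with log2 changes of 0.47 (adjusted p = 0.40) and 0.65 (adjusted p = 0.22). In a fit to the groups of the comparison alone limma called both, and with arrayWeights it called Cyp51. The D3T call of Lss and its difference from CDDO-Im, −1.35, go with the paper's direction.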

Other observations

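The counts and tests by list reported here were planned, and none was chosen after the result had been seen, apart from those of lists without 1 mouse. The genes named are members of the lists, those called with the largest change first.

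Without treatment, livers of Nrf2-null and Wt mice differed for 1049 genes, 567 higher and 482 lower in Nrf2-null mice, and after centring of the arrays 32.3% of the calls were higher instead of 54.1%. Besides Gsta2 and Nqo1, the lower detoxification genes included Aox1, an aldehyde oxidase (−2.52, adjusted p = 7.1e-12), the exporter Abcc3 (−2.32, adjusted p = 2.9e-09), Gstm3 (−1.81, adjusted p = 0.00072) and Gstm1 (−1.73, adjusted p = 2.3e-06), as log2 differences. The median of the list was −0.42 (camera adjusted p = 3.3e-12, and adjusted p = 0.0087 with an estimated correlation). Of 5 measured genes of NADPH supply, malic enzyme Me1 (−1.37, adjusted p = 0.0012) and transketolase Tkt (−0.64, adjusted p = 0.012) were lower and none was higher (camera adjusted p = 0.065). The Wt means of Cyp2b9 and Cdk1, named below, lay under the expression minimum, so that their sizes are not exact. Of 3 measured female-biased genes Cyp2b9 (4.13, adjusted p = 0.0011) and Cyp17a1 (3.99, adjusted p = 0.0068) were higher, and of 7 male-biased genes Cyp7b1 (−2.05, adjusted p = 0.0077) was lower (2 lower when adjusted over the list alone). Camera did not pass for the female-biased list (adjusted p = 0.065). Of 9 glucocorticoid-responsive genes 4 were higher, Mt2 (4.05, adjusted p = 0.0497), Mt1 (3.59, adjusted p = 0.038), Sgk1 (1.15, adjusted p = 0.026) and Zbtb16 (1.01, adjusted p = 0.032), with none lower (camera adjusted p = 0.065). Of 11 bile acid genes Cyp7b1, Cyp27a1 (−0.53, adjusted p = 0.0068) and Baat (−0.24, adjusted p = 0.043) were lower and none was higher. Of the lipid regulators Ppargc1a (1.78, adjusted p = 0.00019) and Ppara (1.09, adjusted p = 0.0012) were higher and Pparg (−1.86, adjusted p = 0.00015) was lower. Of 5 measured genes of the cell cycle Mcm6 (1.33, adjusted p = 0.024) and Cdk1 (0.93, adjusted p = 0.043) were higher and none was lower. The count of 1049 was 581 without Wt vehicle replicate 3. The calls of Mt1, Mt2, Sgk1, Zbtb16, Baat and Cdk1 ended with no expression minimum and without most of the 8 mice, 1 at a time. That of Tkt ended without Nrf2-null vehicle replicate 2 and that of Mcm6 without each of Wt vehicle replicates 2 and 4 and Nrf2-null vehicle replicate 4. In a fit to these groups alone these calls, except that of Tkt, and those of Cyp17a1, Cyp27a1 and Pparg ended.

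With D3T in Nrf2-null liver, none of 8 measured Kupffer cell markers passed limma (6 lower at an unadjusted p under 0.05, 6 lower when adjusted over the list alone), with a median change of −0.69 (camera adjusted p = 0.0012, and adjusted p = 0.79 with an estimated correlation) and Adgre1, the macrophage receptor F4/80, at −0.99 (adjusted p = 0.090). Of 6 measured markers of sinusoidal endothelium Oit3 was lower by −1.05 (adjusted p = 0.037) and the median was −0.50 (camera adjusted p = 0.0042, and adjusted p = 0.79 with an estimated correlation). Detoxification genes were lower in the same mice, Aox1 by −0.81 (adjusted p = 0.011), Gstp1 by −0.65 (adjusted p = 0.0013), Gsta3 by −0.61 (adjusted p = 0.017) and Ephx1 by −0.58 (adjusted p = 0.019). Of 8 genes that rise on feeding, Pnpla3 and Elovl6 (1.46, adjusted p = 0.018) were higher (median 0.93, camera adjusted p = 9.5e-05, and adjusted p = 0.79 with an estimated correlation), and 6 of the 8 were called higher without Nrf2-null D3T replicate 4 (median 1.69, camera adjusted p = 7.5e-14, and adjusted p = 0.027 with an estimated correlation). The calls of the higher and lower genes named here ended in a fit to these groups alone. That of Oit3 ended also without each of Nrf2-null vehicle replicates 2, 3 and 4, that of Ephx1 without each of Nrf2-null vehicle replicate 3 and Nrf2-null D3T replicate 1 and that of Elovl6 without each of Nrf2-null vehicle replicates 2 and 3 and Nrf2-null D3T replicates 1 and 3. Adgre1 passed without each of Nrf2-null vehicle replicate 1 and Nrf2-null D3T replicates 1 and 2. Without Nrf2-null D3T replicate 4, the mouse that stands apart, Adgre1 was at −0.38 (adjusted p = 0.39), the Kupffer cell list had a median of −0.29 (camera adjusted p = 0.14) and the endothelial list one of −0.04 (0.28). Oit3 was then lower by 0.39 and Gsta3 by 0.32, both still called.

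Other lists gave few calls in Wt liver. Of 11 measured stress genes, 30 μmol/kg CDDO-Im raised Ddit4 (1.43, adjusted p = 0.0088) and Sesn2 (0.56, adjusted p = 0.0058) and lowered Ddit3 (−0.59, adjusted p = 0.032), and 10 μmol/kg lowered the chaperone Hspa5 (−0.73, adjusted p = 0.020) and Ddit3 (−0.62, adjusted p = 0.031). Of 11 measured genes of CAR and PXR, Cyp2c55 (−0.99, adjusted p = 0.037) and Cyp3a11 (−0.26, adjusted p = 0.00078) were lower at 30 μmol/kg, and Cyp2c38 was higher with D3T (1.55, adjusted p = 0.0031). Akr1d1, a reductase of bile acid synthesis, was higher at 10 and 30 μmol/kg by 0.68 (adjusted p = 0.0012) and 0.51 (adjusted p = 0.0081). Of 9 hepatocyte markers Cps1 (−0.22, adjusted p = 0.0028) and Apoa1 (−0.15, adjusted p = 0.029) were lower at 30 μmol/kg, where the endothelial marker Cdh5 (−0.52, adjusted p = 0.0082) and Tiparp, 1 of 2 measured targets of the aryl hydrocarbon receptor (−0.60, adjusted p = 0.0094), were lower and Mcm6 was higher (1.13, adjusted p = 0.034). Sox9, 1 of 2 measured bile duct markers, was lower at 10 μmol/kg (−0.78, adjusted p = 0.033). With centring the calls of Ddit3, Cyp2c55, Cyp3a11, Cps1, Cdh5 and Tiparp at 30 μmol/kg ended and the change of Apoa1 was 0.02, and with no expression minimum those of Ddit3, Cyp2c55, Sox9 and Mcm6 ended. Leaving out 1 mouse ended that of Ddit4 (Wt vehicle replicate 2), Tiparp (Wt CDDO-Im 30 replicate 3), Apoa1 (each of Wt vehicle replicates 1 and 2 and Wt CDDO-Im 30 replicate 3), Hspa5 (each of Wt vehicle replicates 2 and 3 and Wt CDDO-Im 10 replicate 1) and, for 3 or more mice each, those of Ddit3 at both doses, Cyp2c55, Mcm6 and Sox9. In a fit to the groups alone that of Sesn2 ended. Of 6 stellate cell markers none passed limma against vehicle in Wt liver (1 lower at an unadjusted p under 0.05 with D3T and 1 at 10 μmol/kg CDDO-Im), and Lrat was lower at 10 μmol/kg CDDO-Im than with D3T (−0.72, adjusted p = 0.025), a call that ended without each of Wt D3T replicates 1 and 4 and Wt CDDO-Im 10 replicate 3 and with centring.

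At 3 μmol/kg CDDO-Im in Wt liver no member of 3 lists passed limma, while the lists passed camera but not with an estimated correlation. These were Kupffer cells (median 0.58, camera adjusted p = 8.3e-05, and adjusted p = 0.42 with an estimated correlation; 2 higher at an unadjusted p under 0.05, 1 adjusted over the list alone), the acute phase (median 0.19, camera adjusted p = 1.6e-05, and adjusted p = 0.42 with an estimated correlation; 7 higher at an unadjusted p under 0.05, 2 adjusted over the list alone), and β-oxidation (median −0.28, camera adjusted p = 4e-07, and adjusted p = 0.30 with an estimated correlation; 9 lower at an unadjusted p under 0.05, and 9 adjusted over the list alone). In Nrf2-null liver at 3 μmol/kg genes that rise on feeding had a median of 0.82 (camera adjusted p = 0.00049, and adjusted p = 0.56 with an estimated correlation) and fatty acid synthesis genes 0.68 (camera adjusted p = 0.00049, and adjusted p = 0.56 with an estimated correlation), with 3 and 5 higher at an unadjusted p under 0.05. At 30 μmol/kg the CAR and PXR genes had −0.30 (camera adjusted p = 0.00020, and adjusted p = 0.17 with an estimated correlation) and the lipid regulators −0.64 (camera adjusted p = 0.0040, and adjusted p = 0.18 with an estimated correlation), with 5 and 3 lower at an unadjusted p under 0.05 and 3 and 3 adjusted over the list alone. No member of these 4 lists passed limma over all genes. Of the lists with 1 measured member each, Alas2, of red blood cells, was lower with D3T in Wt (−0.80, adjusted p = 0.031) and Nrf2-null liver (−1.03, adjusted p = 0.0057). With D3T in Wt liver Ighm, of lymphocytes (−0.36, adjusted p = 0.89), and Cela2a, of exocrine pancreas (−0.01, adjusted p = 1.0, both groups below the expression minimum), did not pass limma. The Wt call of Alas2 ended without any 1 of 6 of the 8 mice and with no expression minimum, and the Nrf2-null call in a fit to these groups alone.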
